# Mechanism Sharing Between Genetic and Gestational Hypoxia-Induced Cardiac Anomalies

**DOI:** 10.3389/fcvm.2018.00100

**Published:** 2018-08-13

**Authors:** Olivia Moumne, Rajib Chowdhurry, Cassandra Doll, Natalia Pereira, Mustafa Hashimi, Tabor Grindrod, James J. Dollar, Alberto Riva, Hideko Kasahara

**Keywords:** cardiac anomaly, gestational hypoxia, genetic mutation, mouse models, nkx2-5

## Abstract

**Background:** Cardiac development is a dynamic process both temporally and spatially. These complex processes are often disturbed and lead to congenital cardiac anomalies that affect approximately 1% of live births. Disease-causing variants in several genetic loci lead to cardiac anomalies, with variants in transcription factor *NKX2-5* gene being one of the largest variants known. Gestational hypoxia, such as seen in high-altitude pregnancy, has been known to affect cardiac development, yet the incidence and underlying mechanisms are largely unknown.

**Methods and Results:** Normal wild-type female mice mated with heterozygous *Nkx2-5* mutant males were housed under moderate hypoxia (14% O_2_) or normoxia (20.9% O_2_) conditions from 10.5 days of gestation. Wild-type mice exposed to hypoxia demonstrate excessive trabeculation, ventricular septal defects, irregular morphology of interventricular septum as well as atrial septal abnormalities, which overlap with those seen in heterozygous *Nkx2-5* mutant mice. Genome-wide transcriptome done by RNA-seq of a 2-day hypoxic exposure on wild-type embryos revealed abnormal transcriptomes, in which approximately 60% share those from *Nkx2-5* mutants without hypoxia. Gestational hypoxia reduced the expression of Nkx2-5 proteins in more than one-half along with a reduction in phosphorylation, suggesting that abnormal Nkx2-5 function is a common mechanism shared between genetic and gestational hypoxia-induced cardiac anomalies, at least at a specific developing stage.

**Conclusion:** The results of our study provide insights into a common molecular mechanism underlying non-genetic and genetic cardiac anomalies.

## Introduction

Congenital cardiac anomalies are the most prevalent birth defects, affecting approximately 1% of live births (1–3). Despite remarkable progress in understanding cardiac development, the mechanisms underlying cardiac maldevelopment in embryos that result in malformations are largely unknown.

Cardiac development is a dynamic process both temporally and spatially. Disease-causing variants in several loci have been known to cause cardiac anomalies, and the same nucleotide variant can lead to a wide variation in the type and severity of disease (4). For instance, familial congenital cardiac malformations due to a heterozygous *NKX2-5* disease-causing variant are one of the largest sets of genetic mutations related to cardiac malformations (OMIM, NCBI), and currently nearly 40 heterozygous variants have been reported in humans (5–7). Not only in humans, but a varied range of severity of cardiac anomalies was demonstrated in *Nkx2-5* mutant mice that have a single point mutation identified in human patients, and have a nearly identical genetic background by backcrossing (8). These results suggest that non-genetic factors, influence cardiac malformations.

Considering that the majority of congenital cardiac malformations cannot be linked to specific genetic etiology, non-genetic effectors of gene regulation need to be further explored (4, 9). Epidemiological studies have indicated that gestational hypoxia, such as seen in high-altitude pregnancies, increase the risk of low intrauterine growth and low birth weight, both of which are known to increase the risk of the fetus developing cardiovascular defects. Throughout the world, about 140 million people live in high altitude environments (elevated above 2,500 meters or 8,000 ft), of whom 400,000 live in the United States (10). Oxygen concentration is decreased from 20.9% at sea level to approximately 15% at 2,500 meters (altitude chart available at https://www.higherpeak.com/altitudechart.html). Not only a high-altitude pregnancy, but also various conditions, such as maternal smoking, congestive heart failure, pulmonary diseases, acute/chronic respiratory tract infections, anemia, preeclampsia, and placental insufficiency can cause gestational hypoxia (11).

In this study, we examined gestational hypoxia-induced murine cardiac anomalies using a physiological level of hypoxia of 14% oxygen concentration, and found an interaction between non-genetic and genetic cardiac anomalies induced by the abnormal function of Nkx2-5.

## Materials and methods

### Animal models

*Nkx2-5*^+/*R*52*G*^ knock-in mice were generated as reported previously (8) and were backcrossed to 129/Sv mice purchased from Charles River Laboratories (Wilmington, MA)(129/SvPasCrl) over 10 generations. Wild-type 129/Sv female mice were bred with *Nkx2-5*^+/*R*52*G*^ males. Embryonic staging was determined by standard methods counting the morning on which the vaginal plug was found as embryonic day 0.5 (E0.5). Around noon on gestation day 10 (E10.5), pregnant female mice with weight gain (12) were placed in the hypoxic chamber (COY Lab Products, Grass Lake, MI) that was connected to nitrogen and oxygen gas. The oxygen content was gradually reduced from 20.9 to 14% over 15 min and the carbon dioxide was absorbed by Carbolime (AliMed, Inc., Dedham, MA). The cages were removed from the hypoxic chamber for approximately 10 to 15 min every day to check the mouse condition, replace bedding, water, and food, and then the cages were returned to the hypoxic chamber until approximately noon on gestation day 18 (E18.5).

On the day of delivery, newborn mice at postnatal day 1 were sacrificed and hearts were isolated for histological analyses. At gestational day 12.5, or 15.5, mothers were sacrificed immediately after moving them from the hypoxic chamber to maintain hypoxic conditions in order to dissect embryonic hearts for RNA isolation or histological analyses. All animal experiments were performed with approval from the University of Florida Institutional Animal Care and Use Committee.

### RNA-seq and real-time reverse transcriptase (RT)-PCR

Total RNAs were isolated from E12.5 wild-type and mutant hearts with or without hypoxia. To maintain hypoxic conditions, hearts were dissected immediately, snap frozen, and stored at −80°C until RNA isolation. To obtain enough RNA, two to three hearts were combined to prepare a single RNA sample (*N* = 3 or 4 samples from a total of 8–12 hearts were analyzed for each group). RNA library preparations and sequences were performed at MIT Genome Technology Core (Cambridge, MA). All RNA samples had a RNA integrity number above 8, which was considered high quality. Poly-adenylated RNA via oligo dT purification was utilized for library preparation via standard TruSeq protocol (Illumina, San Diego, CA). Reads were single-end and 40 bases pairs long each. The sequence depth was approximately 35 million reads per sample.

Analysis of RNA sequences was performed as follows: first, the quality of the sequence and data was checked using FastQ to detect over-represented K-mers, GC content, and the presence of adaptors. We indexed the MM9 genome from Ensembl using Bowtie2. The raw reads were mapped to the MM9 genome using Tophat. A majority (75–85%; average 82%) of the reads were successfully mapped according to Samstat. After mapping, the gene expression was quantified with Cufflinks software, which normalizes transcript length, number of reads, and sequencing biases by calculating FPKM values (fragments per kilobase of exon model per million mapped reads). A *P*-value < 0.05 and a fold change of more than 2 relative to control wild-normoxia hearts were considered significant. 

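Hearts of wild-type embryos under gestational hypoxia (wild-hypoxia, 3 samples) and of Nkx2-5 mutant embryos at normal oxygen (mutant-normoxia, 3 samples) were compared with hearts of wild-type embryos at normal oxygen (wild-normoxia, 4 samples). In the deposited estimated counts, genes the paper lists as changed lay in part above and in part below a fold of 2. Of the 166 genes of Supplemental Table 1, 92 were over 2-fold in wild-hypoxia hearts, 66 of them higher and 26 lower than in wild-normoxia. Of the 162 genes of Supplemental Table 2, 81 were over 2-fold in mutant-normoxia hearts, 66 higher and 15 lower. Trim10, a gene of maturing red cells, was above the threshold in both groups, with log2 fold changes of 1.51 in wild-hypoxia and 1.30 in mutant-normoxia (model standard errors 0.17 and 0.17). Fech, the enzyme that inserts iron into haem, was below it in both, at 0.81 and 0.73 (0.15 and 0.15), as was Slc1a4, an amino acid transporter, at 0.65 and 0.73 (0.15 and 0.15). The tables' own FPKM values, where they could be read from the text copy, were over 2-fold for 60 of 93 genes in Supplemental Table 1 and for 39 of 68 in Supplemental Table 2. Measured against the model error of the deposited values instead, 163 of the first table's genes and 161 of the second's were over 3 model standard errors from 0. Their median distances were 4.89 and 4.56. The authors listed these genes by P and q values from the same reads, so large distances largely follow from that choice and are not independent evidence. The model standard error comes from the variances deposited beside each group's estimated count and is not a spread between samples, which the deposited values do not give.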

The resulting matrices were reordered based on their expression values using the Euclidean distance and Single Linkage clustering methods, and heatmaps of the differential expression values (in log2 scale) were generated using the Permut Matrix program.

RT-PCR was performed using inventoried TaqMan gene expression assays (Applied Biosystems, Foster City, CA): Nkx2-5 Mm00657783, Hey2 Mm00469280, Scn5a Mm00451971, KcneI Mm01215533, ANF Mm01255748, and hopx/HOD Mm00558629. Data were normalized to ß-actin expression (no. 4352933E). Duplicate experiments were averaged.

### Histological analysis and western blotting

Serial paraffin-embedded tissue sectioning of 5 μm thickness was performed as described previously (13). Two observers examined the digitalized images of the sections and performed quantitative histological measurements of trabecular vs. compact area size using the same analytical methods with Image J as reported previously (13). Immunostaining and Western blotting were performed with the following primary antibodies or a cell death detection system: Nkx2-5 pAb (14), GAPDH (MAB374, Millipore, Bedford, MA), phospho-histone H3 (serine 10; Millipore 06-570), and TUNEL (*In Situ* Cell Death Detection kit, Roche, Basel, Switzerland). Fluorescent microscopic images were obtained using a Axiovert200M (ZEISS, Oberkochen, Germany) attached to CCD camera. Digitalized images were utilized for measurement using Image J software as described (15–17).

### Alkaline phosphatase treatment of Nkx2-5

To maintain hypoxic conditions, hearts were dissected immediately, snap frozen, and stored at −80°C until protein purification. After rinsing with Tris-buffered saline, E12.5 hearts were briefly sonicated in the phosphatase buffer (50 mM Tris pH 9.3, 1 mM MgCl_2_, 0.1 mM ZnCl_2_, 10% glycerol, 1 mM dithiothreitol, 1 mM phenylmethylsulfonyl fluoride), and centrifuged. Ten unit of calf intestinal alkaline phosphatase (CIAP, New England BioLabs, Ipswich, MA) was added to the 20 μl of supernatant and incubated for 30 min at 30°C. As controls, the sample reaction was performed in the presence of 20 mM Na_2_HPO_4_ to inhibit a phosphatase reaction.

### Statistical analysis

Data presented are expressed as mean values plus or minus the standard error of the mean. Results were analyzed by SPSS (version 22) using crosstabs with Fisher's exact test, non-parametric test, analysis of variance with Fisher's *post-hoc* test, or independent *T*-test. Levene's test was utilized for equality of variance, and *P*-values were calculated depending on the assurance of equality. *P*-values less than 0.05 were considered significant.

## Results

### Applying gestational hypoxia (14% O_2_) beginning from mid-gestation on wild-type and *Nkx2-5* mutant embryos

To apply a physiological level of hypoxia, wild-type (+/+) female mice bred with heterozygous *Nkx2-5* mutant (+/R52G) male mice were housed in a 14% hypoxic chamber from 10.5 days of gestation, when pregnancy was evident. This mating allowed us to examine the effects of hypoxia on wild-type as well as heterozygous *Nkx2-5* mutant embryos without consideration of maternal cardiac defects due to a *Nkx2-5* mutation (Figure 1A). The mothers were moved out of the hypoxic chamber on gestational day 18.5 for delivery. Except for hypoxia, other conditions, such as a 12-h day-night cycle, temperature, and food, remained the same between the normoxia and hypoxia groups. Hereafter, the four groups of mice are referred to as wild-normoxia, wild-hypoxia, mutant-normoxia, and mutant-hypoxia.

**Figure 1:**
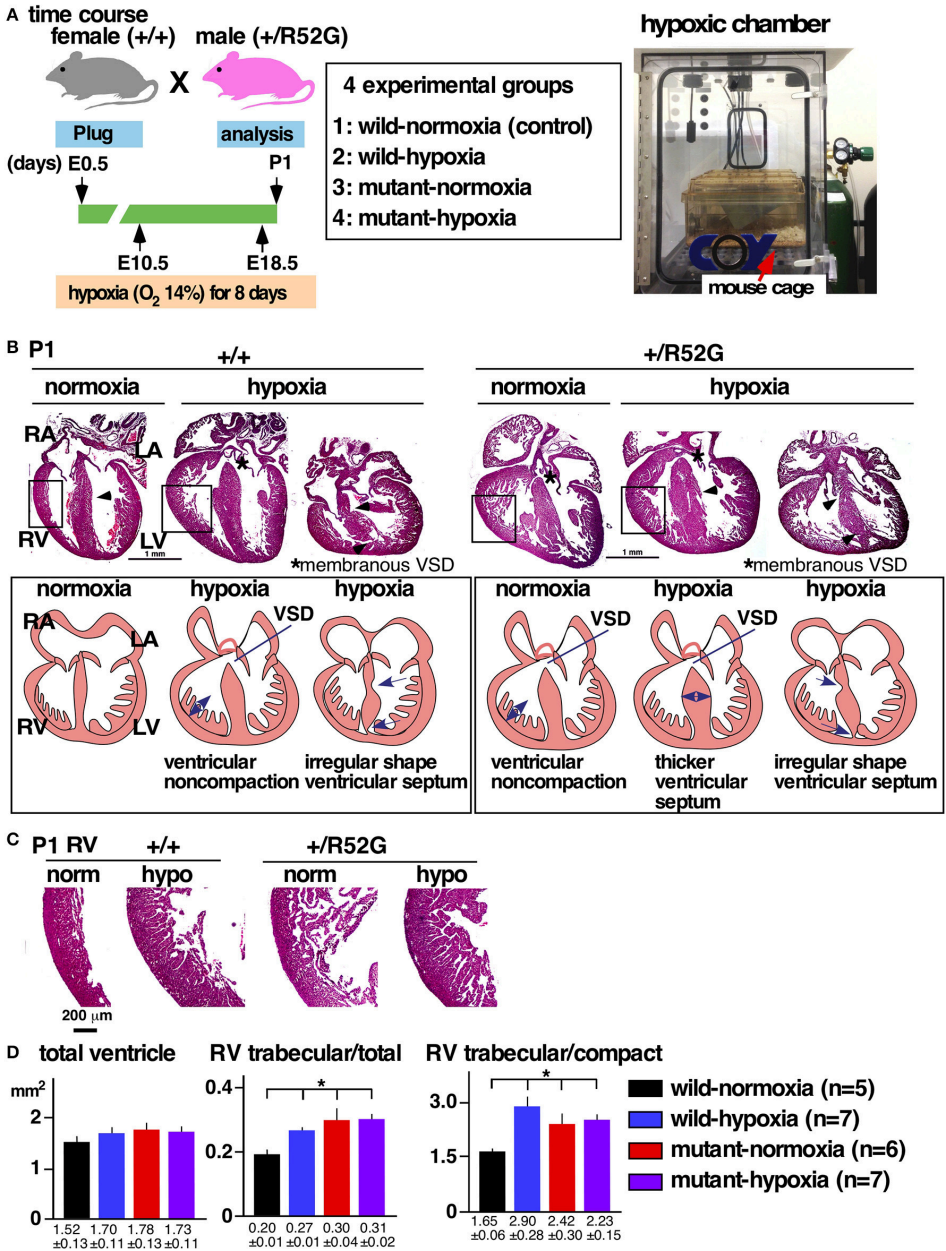
Experimental design of gestational hypoxia (14% O2 saturation) leading to cardiac anomalies that overlap with heterozygous *Nkx2-5* mutants. **(A)** Timelines of experiments and hypoxic chamber. **(B)** Representative images of P1 heart sections with simplified illustrations. Left, wild-type (+/+) normoxia and hypoxia; right, *Nkx2-5* mutant (+/R52G) normoxia and hypoxia. **(C)** Enlarged images of heart sections of the RV. **(D)** Quantification of area size of the total ventricle, RV trabecular layer relative to total ventricle, and RV trabecular relative to RV compact layer (mean ± S.E.). LA, left atrium; LV, left ventricle; RA, right atrium; RV, right ventricle; and VSD, ventricular septal defect. *P < 0.05.

### Cardiac anomalies in newborn wild-type and *Nkx2-5* mutant with or without gestational hypoxia

The newborn mouse hearts were fixed and examined for cardiac anomalies using 5-μm serial tissue sectioning of entire hearts as we described previously (8, 13, 18).

#### Overall cardiac anomalies displayed in both wild-hypoxia and Nkx2-5 mutant mice: ventricular septal defects (VSD), excessive ventricular trabeculation and irregular-shaped ventricular septum

Representative heart tissue sections obtained from P1 wild-normoxia, wild-hypoxia, mutant-normoxia, and mutant-hypoxia mice are shown in Figure 1B. In contrast to control wild-normoxia mice (*n* = 14) who did not show any cardiac anomalies, wild-hypoxia mice (*n* = 16) showed membranous or muscular VSDs, excessive ventricular trabeculation in the right ventricle (RV), and an irregular interventricular septum (Figure 1B, +/+ hypoxia; Table 1A). Of note, ventricular septal formation is completed with the interventricular communication being closed by embryonic day E13.5 to 14 in normal mouse embryos (19). The spectrum of cardiac anomalies displayed in wild-hypoxia mice overlaps with those in mutant-normoxia mice in this study (Figure 1B, +/R52G; Table 1B), similar to our previous study (8). In mutant mice, the penetrance of the VSD between the normoxia and hypoxia groups (73 vs. 79%), excessive ventricular trabeculation (both 100%), and irregular interventricular septum (87 vs. 86%) was not significantly different (Table 1C).

**Table 1A:** Cardiovascular malformations, wild-type normoxia vs. hypoxia.

	**W/W normoxia (*n* = 14)**	**W/W hypoxia (*n* = 16)**	***P* (WW normoxia vs. WW hypoxia)**	***X*^2^**
Any malformations	0 (0%)	12 (75%)	0.000^*^	20.1
Excessive trabeculation	0 (0%)	10 (63%)	0.000^*^	13.1
Ventricular septal defects	0 (0%)	4 (25%)	0.045^*^	5.3
Irregular-shaped ventricular septum	0 (0%)	9 (56%)	0.000^*^	15.2

* *P < 0.05*.

**Table 1B:** Cardiovascular malformations, wild-type vs. *Nkx2-5* mutant (W/R52G) at normoxia.

	**W/W normoxia (*n* = 14)**	**W/R52G normoxia (*n* = 15)**	***P* (WW normoxia vs. W/R52G normoxia)**	***X*^2^**
Any malformations	0 (0%)	15 (100%)	0.000^*^	29.0
Excessive trabeculation	0 (0%)	15 (100%)	0.000^*^	29.0
Ventricular septal defects	0 (0%)	11 (73%)	0.000^*^	16.5
Irregular-shaped ventricular septum	0 (0%)	13 (87%)	0.000^*^	22.0

* *P < 0.05*.

**Table 1C:** Cardiovascular malformations, *Nkx2-5* mutant normoxia vs. hypoxia.

	**W/R52G normoxia (*n* = 15)**	**W/R52G hypoxia (*n* = 14)**	***P*(W/R52G normoxia vs. W/R52G hypoxia)**	***X*^2^**
Any malformations	15 (100%)	14 (100%)	1.0	NA^#^
Excessive trabeculation	15 (100%)	14 (100%)	1.0	NA^#^
Ventricular septal defects	11 (73%)	11 (79%)	1.0	0.109
Irregular-shaped ventricular septum	13 (87%)	12 (86%)	1.0	0.006

# *Since all the animals had any malformations including ventricular noncompaction, X^2^ cannot be calculated, however there were no statistical differences between two groups (Fisher's test P = 1.0)*.

#### Excessive ventricular trabeculation

The ventricular wall is composed of an outer compact layer and an inner trabecular layer. The representative enlarged images of RV showed a thickened trabecular layer with deep intertrabecular recesses (20) in wild-hypoxia and mutants compared to control wild-normoxia (Figure 1C). We quantified the total area of the trabecular and compact layers and compared the relative ratio to that of randomly selected newborn hearts by two independent observers using the constant criteria as shown in our previous study (8) throughout the analyses (*n* = 5–7, Figure 1D). A significant increase in the ratio of the RV trabecular layer relative to the total ventricle or the RV compact layer was found in wild-hypoxia and mutants compared to controls.

#### No changes in expression of proliferation and apoptosis markers

Excessive ventricular trabeculation may be related to abnormal cellular death or proliferations (21, 22). A number of cells positive for the cellular proliferation marker serine 10-phosphorylated histone H3 or the cell-death marker TUNEL, however, was not statistically different among the four groups (Figures 2A,B).

**Figure 2:**
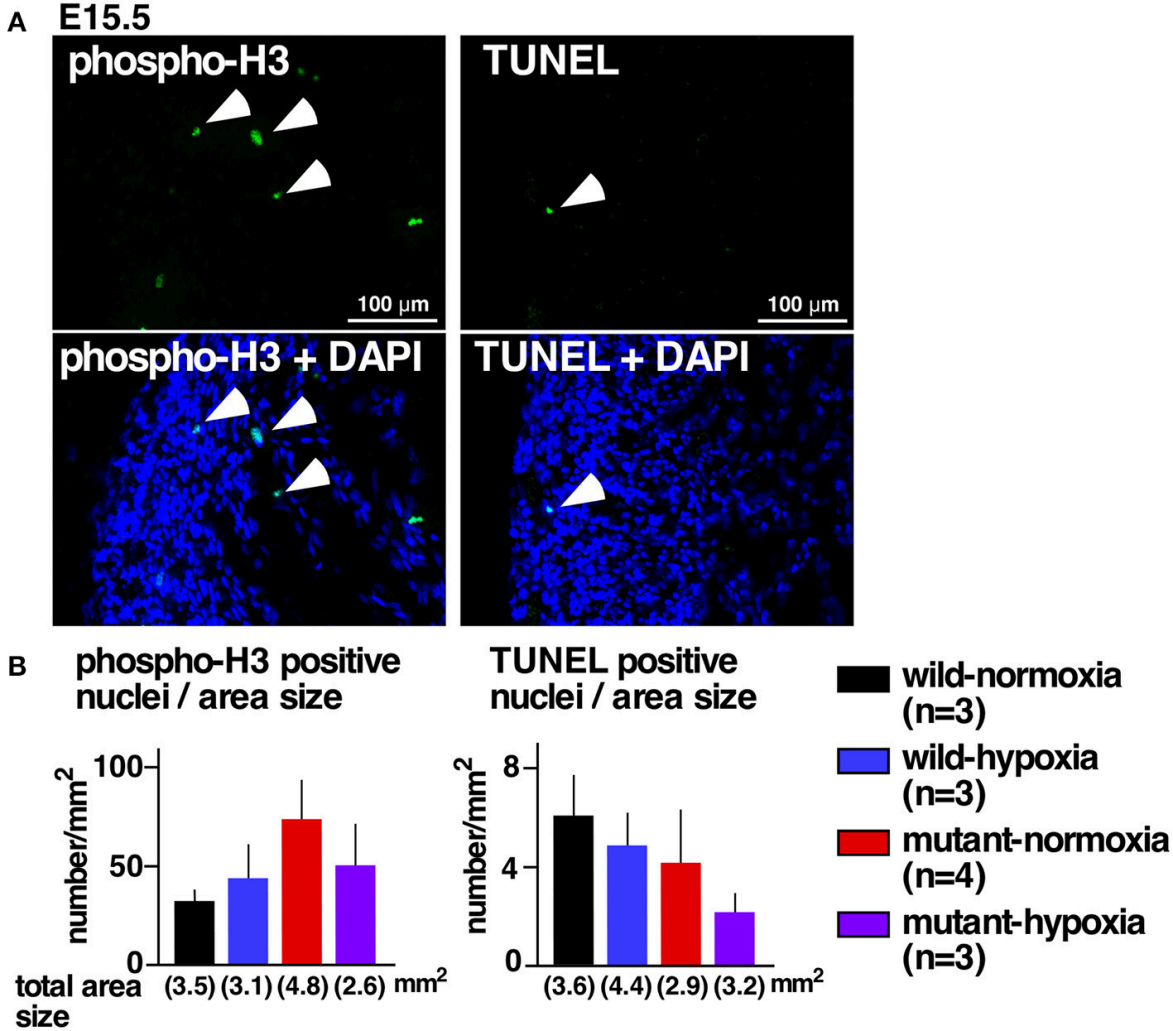
No changes in expression of proliferation and apoptosis markers. **(A)** Representative images of phospho-histone 3 staining (left) and TUNEL staining of RV wall tissue sections (right). Arrowheads indicate positively stained cells. **(B)** Summarized data (mean ± S.E.) of phospho-histone 3 positive nuclei and TUNEL positive nuclei in entire hearts relative to the area size obtained from multiple hearts. Total area size examined in each group is shown.

#### Atrial septum abnormalities

The most prevalent cardiac anomaly demonstrated in human patients with missense mutations in the *NKX2-5* homeodomain is atrial septal defects (6), characterized by persistent communications between the left and right atria, permitting postnatal shunting from left-to-right. During embryonic circulation, however, right-to-left shunting of blood through the foramen ovale is essential to circulate the oxygenated blood supplied from the maternal circulation. After birth, when the pulmonary circulation is established, the fossa ovalis is closed by attachment of the flap valve, in other words, the foreshortened primary septum, to its rims (23).

During the transition between embryonic to postnatal circulation at P1, a majority of normal mice still demonstrated morphological interatrial communication, with a part of the fossa ovalis still not being sealed by the flap valve (Figure 3A). The size of the fossa ovalis, however, was smaller than the maximum length of the flap valve (Figure 3A), showing the potential that fossa ovalis will be physiologically sealed. Only a few mice showed attachment of the flap valve to the rim to close the fossa ovalis over the entire atrial septum (Figure 3B, closed). Quantitative analyses from a total of 58 hearts showed that size of the fossa ovalis was smaller than the maximum length of flap valve in all control hearts (wild-normoxia), which was reduced to 73% in wild-hypoxia and mutant-normoxia hearts, and further reduced to 55% in mutant-hypoxia hearts (Figure 3C). The difference between the length of the flap valve relative to the size of fossa ovalis, was highest in control wild-normoxia mice and was significantly reduced in mutant-hypoxia mice (Figure 3D, Supplemental Figure 1).

**Figure 3:**
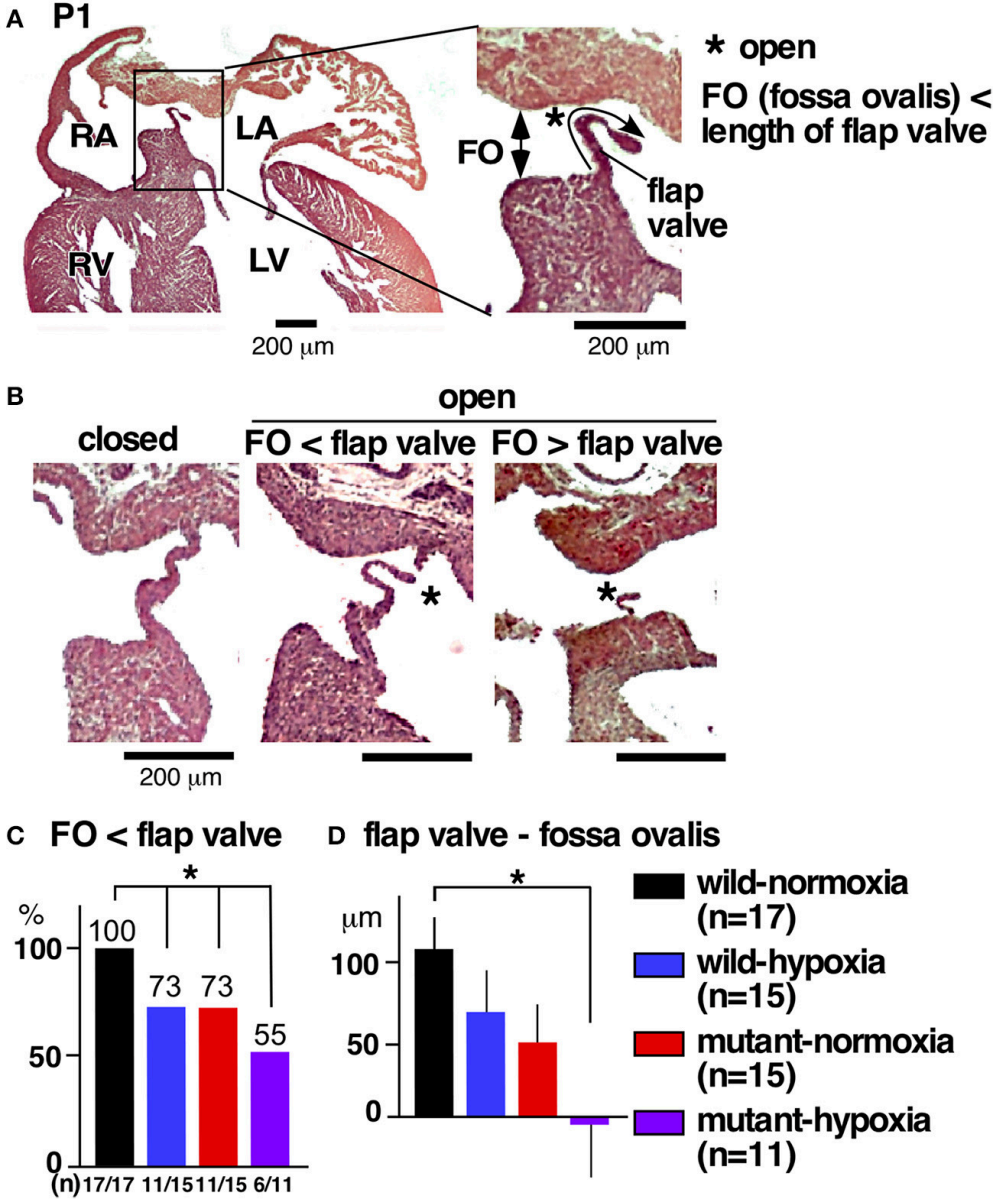
Comparison of interatrial communication on P1 hearts between three experimental groups and control (wild-normoxia). **(A)** Representative histological sections from P1 control hearts. Asterisk indicates open interactial communication. The size of fossa ovalis and the length of flap valve are indicated. **(B)** Representative histological sections from P1 hearts demonstrating closed fossa ovalis (left), open fossa ovalis where the size of fossa ovalis is smaller than the length of flap valve (middle), and open fossa ovalis where the size of the fossa ovalis is larger than the length of the flap valve (right). **(C)** Ratio of hearts showing the size of the fossa ovalis as smaller than the length of the flap valve. The number of mice examined is indicated. **(D)** The difference between the size of the fossa ovalis and the length of flap valve. *P < 0.05. FO, fossa ovalis.

### Transcriptome overlaps between wild-hypoxia and *Nkx2-5* mutant-normoxia hearts

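Transcripts were measured in whole hearts of mouse embryos at E12.5, in 3 groups. Wild-normoxia hearts (4 samples) were wild-type hearts at 20.9% oxygen, wild-hypoxia hearts (3 samples) were wild-type hearts whose mothers were kept at 14% oxygen, and mutant-normoxia hearts (3 samples) carried the heterozygous Nkx2-5 knock-in at 20.9% oxygen. Nkx2-5 is a homeodomain transcription factor of the developing heart. RNA of 2 to 3 hearts was combined in each sample. In the paper hypoxia starts on gestation day 10 (embryonic day 10.5) and can run to day 18, the days that the submitters' notes also give, and these hearts were taken 2 days after its start. The authors mapped the reads with Bowtie2 and TopHat and estimated counts with Cufflinks, and the deposited table holds 1 estimated count per gene and group, with a variance from the model and no value for a single sample. These estimated counts add up to 18.54 M fragments in wild-normoxia, 19.58 M in wild-hypoxia and 18.68 M in mutant-normoxia. The paper gives a depth of about 35 M reads per sample, a different quantity. The fold changes here are ratios of the deposited counts, without scaling by these totals. The totals miss genes with too many reads to estimate, such as mt-Nd1, which was counted in wild-hypoxia alone, so they do not measure depth. Of 49662 genes in the table, the 17204 with at least 10 fragments in some group and a successful estimate in all 3 were compared, as log2 fold changes of the group values with a pseudocount of 1. No p-value was computed, because the spread between samples cannot be recovered from 1 value per group. Each log2 fold change is given with a model standard error, from the deposited variances divided by the number of samples. For genes over 100 fragments in every group the deposited variances amount to a standard deviation of 14.7% to 14.8% of the count. The groups lay closer together than that for most genes, with a central spread of 0.792 model standard errors between wild-hypoxia and wild-normoxia and 0.605 between mutant-normoxia and wild-normoxia.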

To examine potential mechanisms underlying cardiac anomalies caused by gestational hypoxia, we performed differential gene expression analysis of developing hearts 2 days after gestational hypoxia (E12.5) using RNA-seq. 

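Keratin genes were among the genes highest relative to wild-normoxia in both groups, several neural genes among the lowest in wild-hypoxia hearts, and lysozyme and liver genes among the lowest in mutant-normoxia hearts. In wild-hypoxia, Krt5, a keratin of basal epidermis, was highest relative to wild-normoxia, with a log2 fold change of 3.06 (model standard error 0.24), from 113 to 950 estimated fragments. Krt14 and Krt15, keratins of the same layer, followed at 2.74 and 2.65 (0.30 and 0.31), with Chga, a protein of secretory granules that is on the list of neural genes, at 2.84 (0.43) and the adult globin gene Hbb-bt at 2.13 (0.17). Among the lowest in wild-hypoxia were 4 other genes of that list, the transcription factors Nhlh2 at -2.61, Pou3f2 at -2.46 and Nhlh1 at -2.09 and the long non-coding RNA Miat at -2.06, together with the homeobox gene Msx3 at -2.69 and the axon guidance receptor Robo3 at -2.33, which are on none of the lists. Their counts were low, for example 78.6 fragments of Nhlh2 in wild-normoxia and 12.0 in wild-hypoxia.
In mutant-normoxia, Nkx2-1, a transcription factor of lung and thyroid, had 81.6 estimated fragments, against 0.77 in wild-normoxia and 9.32 in wild-hypoxia. Its log2 fold changes, 5.54 in mutant-normoxia and 2.54 in wild-hypoxia, depend on the pseudocount and were 3.09 and 0.84 with a pseudocount of 10. Barx1, a homeobox gene of the foregut and stomach, was at 2.66 (model standard error 0.32) in mutant-normoxia, the skeletal troponin Tnnt3 at 2.65 (0.36), and Krt5, Krt14 and Krt15 at 2.57, 2.43 and 2.41. The lowest were the lysozyme genes Lyz1 at -2.08 and Lyz2 at -1.76, Gm1337 at -1.95, and the liver genes Fgb at -1.83, Ambp at -1.63 and Afp at -1.51. Over 2-fold in wild-hypoxia were 515 of the compared genes, 186 higher and 329 lower, and in mutant-normoxia 358 genes, 273 higher and 85 lower. These are counts by size of the difference. With a pseudocount of 10 they were 222 in wild-hypoxia, 110 higher and 112 lower, and 179 in mutant-normoxia, and with a minimum of 50 fragments those in wild-hypoxia were 103 higher and 84 lower, so the larger number of lower genes in wild-hypoxia rests on genes of low count.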

Relative to control wild-normoxia hearts, 168 genes were differentially expressed in wild-hypoxia hearts, and 162 genes were differentially expressed in mutant-normoxia hearts (Figure 4A, Supplemental Tables 1, 2). Approximately 60% genes overlapped between wild-hypoxia and mutant-normoxia hearts. 

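Blood, liver and epidermal genes made up a large part of the genes in both supplemental tables. The 2 tables share 103 genes, 62.0% of the wild-hypoxia table, 63.6% of the mutant-normoxia table and 45.8% of the genes in either. Of these, 24 belong to a list of red cell genes, among them Alas2, the first enzyme of haem synthesis in red cells, with log2 fold changes of 1.80 in wild-hypoxia and 1.45 in mutant-normoxia (model standard errors 0.19 and 0.18), and the haemoglobin genes Hbb-bs and Hbb-bt. A further 7 are liver genes, such as Serpina6 at -1.61 and -1.43 (0.26 and 0.26), and 7 are keratinocyte genes, such as Trp63, a transcription factor of basal epithelium, at 1.47 and 1.69 (0.29 and 0.30). The heat shock genes Hspa1a and Hspa1b, near-identical copies whose reads cannot be separated well, were at 1.77 and 1.69 in wild-hypoxia and at 1.86 and 1.99 in mutant-normoxia. In the deposited counts 92 of the shared genes were higher in both groups than in wild-normoxia, 10 were lower in both and 1, Lzts1, differed in sign. The 7 liver genes are among the 10 lower in both. The red cell, liver and keratinocyte lists were drawn up after the tables had been read, so their share of the tables is not independent evidence.
Both comparisons use the same wild-normoxia samples, so part of the overlap may come from the shared controls. By size alone, 175 of all compared genes were over 2-fold in the same direction in both comparisons, 132 higher and 43 lower, and 15 were over 2-fold in opposite directions. Independent lists of these lengths would share 2.95 higher and 1.63 lower genes. Unchanged groups simulated against the same controls from the deposited variances shared 426 genes on average, but from lists of 1012 and 1014 genes over 2-fold, longer than the observed ones. When the variances were scaled to the spread seen between wild-hypoxia and mutant-normoxia, a scaling chosen after the data were seen, the simulated lists held 456 and 453 genes and shared 182. Lists as long as the 2 tables were also taken from such simulated groups, by distance from the shared controls. Together they held 316 genes on average with the divided or the scaled variances and 309 with undivided ones. The 2 tables together hold 225, so the simulated lists shared fewer genes than the 103 of the tables. This selection, added after the data were seen, does not cover a wild-normoxia group that itself lies apart. With 1 value per group, the controls could not be split.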

The expression of 225 transcripts were significantly changed in the hypoxia hearts, or *Nkx2-5* mutant-normoxia hearts, relative to control wild-normoxia hearts. These differences were visualized by a heatmap exhibiting with log2 values (Figure 4B). 

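Most of the 225 genes lay on the same side of wild-normoxia in both groups, which is also common without any effect because both groups are compared with the same controls. In the deposited counts, 144 were higher in both wild-hypoxia and mutant-normoxia hearts, 70 were lower in both, and 11 differed in sign, so 95.1% had the same sign. Among as many genes per comparison, chosen for their distance from the shared controls in simulated unchanged groups (316 genes in either on average), 90.3% had the same sign on average (highest of 100 simulations 94.6%), or 93.6% (highest 96.7%) with the deposited variances not divided by the number of samples. These simulations were added after the data were seen. Of the 63 genes listed for wild-hypoxia alone, 58 had the same sign in mutant-normoxia, and 34 (54.0% of the 63) were also over 2 model standard errors from wild-normoxia there. Nqo1, an enzyme of the response to oxidative stress, is an example, with log2 fold changes of 1.04 in wild-hypoxia and 0.88 in mutant-normoxia (model standard errors 0.27 and 0.28). Of the 59 genes listed for mutant-normoxia alone, 54 had the same sign in wild-hypoxia, and 27 (45.8% of the 59) were over 2 model standard errors there. In the simulated unchanged groups these shares were 13.9% and 14.2% on average (highest 23.3% and 19.6%). With the variances not divided they were 61.2% and 61.1%. The undivided variances exceed the spread in these data, since they put 2391 and 2393 unchanged genes over 2-fold, against 515 and 358 observed. With the variances scaled to the spread between wild-hypoxia and mutant-normoxia the shares were 0% in every simulation. That value was fixed in advance, because genes not chosen do not reach 2 model standard errors at so small a spread. The observed shares lay above those from the divided variances. How far the chosen genes lie from wild-normoxia was not matched to the tables, so these shares leave the effect of the shared controls open. Pf4, a platelet chemokine listed for mutant-normoxia alone, was at -0.86 in mutant-normoxia and -0.58 in wild-hypoxia (0.25 and 0.24). Comparing wild-hypoxia directly with mutant-normoxia, 18 of the 63 genes and 21 of the 59 were over 3 model standard errors apart. The wild-normoxia value does not enter this difference. These genes were however listed for a single comparison, a choice that favours a gap between the groups, so the counts are not independent of it.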

With some exceptions, the clustering of the expression values showed overlapping trends between wild-hypoxia and mutant-normoxia. This suggests the presence of a common mechanism underlying the cardiac anomalies that result from gestational hypoxia and the heterozygous *Nkx2-5* mutation. 

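Across the genes of either table, higher and lower values went together in the 2 groups, and the exceptions included neural genes. The red cell gene Bpgm was at log2 1.30 in wild-hypoxia and 1.17 in mutant-normoxia (model standard errors 0.16 and 0.16). Afp, the fetal albumin homologue, was at -1.92 in wild-hypoxia and -1.51 in mutant-normoxia (0.24 and 0.24). Pax6, a transcription factor of eye and brain, was at -0.37 in wild-hypoxia and 1.97 in mutant-normoxia (0.55 and 0.44), and Nhlh1 and Miat were higher in mutant-normoxia than in wild-hypoxia by over 4 model standard errors. Egr1, an immediate early gene, was at -0.16 and 0.58 (0.17 and 0.17). Rps3a, a ribosomal protein gene with many pseudogenes, was the 1 gene higher in wild-hypoxia (1.50, model standard error 0.27) and lower in mutant-normoxia (-0.18, 0.33). Of the 103 genes of both tables, a choice that favours similar values, 2 were over 3 model standard errors apart between wild-hypoxia and mutant-normoxia. Of the 92 higher in both, 72 were higher in wild-hypoxia. Over all 225 genes, 41 were over 3 model standard errors apart.

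**Figure D1:**
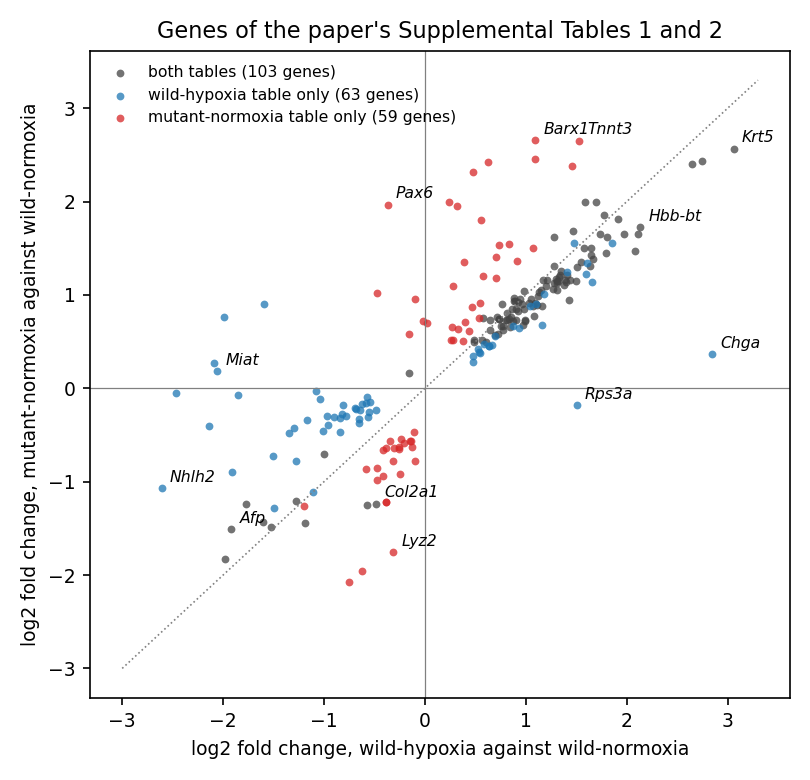
Log2 fold changes against wild-normoxia of the 225 genes in the paper's Supplemental Tables 1 and 2, from the deposited counts, with wild-hypoxia on the horizontal and mutant-normoxia on the vertical axis. Each point is a gene, coloured by the table that lists it, and the dotted line marks equal values; Pax6 and Miat lie apart from it.

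Pearson's r between the 2 sets of log2 fold changes was 0.781 over these genes and Spearman's rho 0.812, across genes, which are not independent replicates and were chosen for their differences from the same controls. Over all compared genes r was 0.568 with a covariance of 0.0685, where simulated unchanged groups gave r of 0.446 and a covariance of 0.207 from the deposited variances, or 0.450 and 0.0908 from the scaled variances. For the 11977 genes with a mean of at least 100 fragments, r was 0.742, against simulated values of 0.436 and 0.441 (highest 0.581 and 0.621). Their covariance was 0.0322, against simulated covariances of 0.0597 and 0.0228, so the part left over was -0.0275 or 0.00933 depending on the variance used, and -0.152 with the variances not divided by the number of samples. From the overlapping trends of the 2 groups, the paper proposes a common mechanism behind the cardiac anomalies of gestational hypoxia and of the heterozygous Nkx2-5 mutation.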

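Nkx2-5 (ENSMUSG00000015579) was abundant and at similar levels in the 3 groups of hearts. Its estimated count was 3689 fragments in wild-normoxia, 4131 in wild-hypoxia and 4106 in mutant-normoxia. Relative to wild-normoxia the log2 fold change was 0.16 in wild-hypoxia (model standard error 0.14), a fold of 1.12, and 0.15 in mutant-normoxia (0.14), a fold of 1.11. These values lie 1.17 and 1.11 model standard errors from 0, and wild-hypoxia and mutant-normoxia differed by 0.01 on the log2 scale (0.15). In the NCBIM37 assembly (mm9, the build named in the methods) the gene lies on the minus strand of chromosome 17, from 26975609 to 26978510, and its longest annotated transcript has 2 exons. The count does not tell the knock-in allele from the wild-type allele, so it does not check the genotype labels. Mutant hearts under hypoxia were not analysed here.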

Expression of Nkx2-5 mRNA was unchanged by gestational hypoxia using RNA-seq (wild-hypoxia vs. wild-normoxia, fold difference = 1.11, *P* = 0.23; mutant-hypoxia vs. mutant-normoxia, fold difference = 0.99, *P*-value 0.95) and Taqman qRT-PCR (Figure 4C).

**Figure 4:**
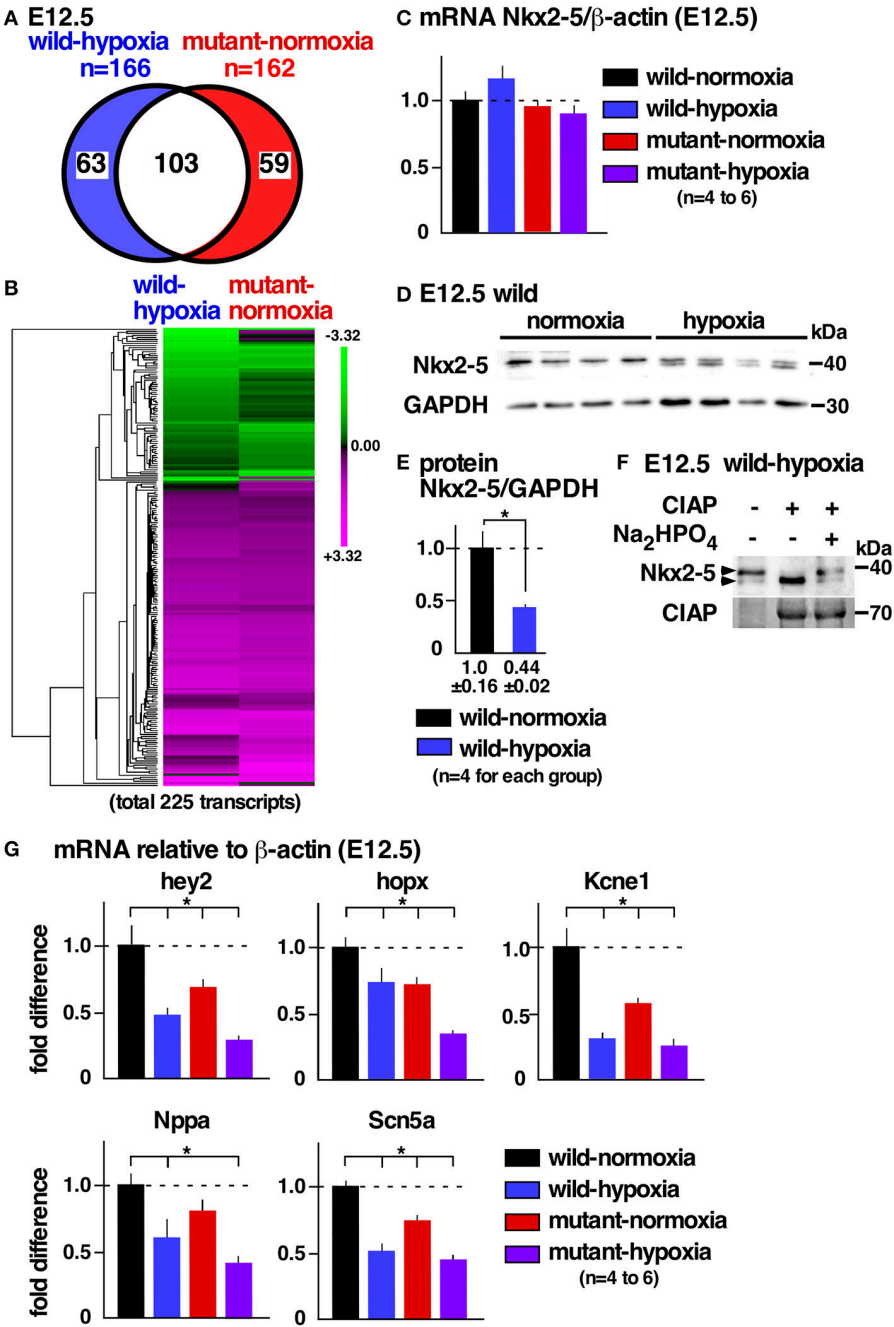
Gestational hypoxia led to a reduction of Nkx2-5 proteins and changes in mRNA expression overlapping with the *Nkx2-5* mutant. **(A)** RNA-seq data showed 166 genes in E12.5 wild-hypoxia hearts and 162 genes in normoxia *Nkx2-5* mutant hearts relative to the wild-normoxia hearts (*n* = 3 or 4 samples from each group). **(B)** The expression of 225 transcripts that were significantly changed in the wild-hypoxia hearts, or *Nkx2-5* mutant hearts, relative to control wild-normoxia hearts was visualized by heatmap exhibiting with log2 values. Upregulation (magenta), downregulation (green), and mean gene expression (black). **(C)** Real-time RT-PCR of Nkx2-5 mRNA relative to ß-actin in E12.5 hearts from four groups. **(D)** Western blotting demonstrating Nkx2-5 and GAPDH proteins in wild-normoxia and wild-hypoxia hearts. **(E)** Quantitative data for Nkx2-5 protein expression relative to GAPDH. **(F)** Western blotting demonstrates that the addition of phosphatase (CIAP) resulted in shifting a higher molecular weight band to a lower molecular weight band, which was inhibited by the addition of Na_2_HPO_4_ in the reaction performed side-by-side. **(G)** Real-time RT-PCR demonstrates the expression of several known Nkx2-5 targets normalized to ß-actin in four groups. Mean ± S.E. *P < 0.05.

### Reduction of Nkx2-5 proteins in wild-type embryos with gestational hypoxia

Expression of Nkx2-5 protein, however, was reduced nearly one-half by gestational hypoxia relative to controls (Figures 4D,**E**). The majority of Nkx2-5 proteins from control hearts appeared to migrate into a single higher molecular weight. In contrast, Nkx2-5 proteins were separated into two distinct bands by hypoxia (Figure 4D), due to a reduction in phosphorylation (Figure 4F). mRNA expression of several known downstream targets of Nkx2-5 was reduced in wild-hypoxia and mutant hearts (Figure 4G). To note, Nkx2-5 acts not only as an activator but also as a repressor depending on the context of the target genes in mouse mid-embryonic hearts (13).

The expression of mRNA or protein of several important cardiac transcription factors, including Tbx5, Gata4, Mef2c, Hand1 and 2, was examined in E12.5 hearts by RNA-seq or Western blotting. The expression of these transcription factors was unchanged by gestational hypoxia or the heterozygous *Nkx2-5* mutant (Supplemental Table 3, Supplemental Figure 2).

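Tbx5, Gata4, Mef2c, Hand1 and Hand2, transcription factors of heart chamber formation, were all within 1 model standard error of their wild-normoxia level in both groups. In wild-hypoxia hearts the log2 fold changes were 0.06 for Tbx5 (model standard error 0.14), 0.10 for Gata4 (0.15), -0.09 for Mef2c (0.14), 0.06 for Hand1 (0.15) and 0.13 for Hand2 (0.14). In mutant-normoxia hearts they were 0.11 for Tbx5, 0.07 for Gata4, 0.03 for Mef2c, -0.13 for Hand1 and -0.05 for Hand2, with model standard errors of 0.14 to 0.15. The estimated counts behind them ranged from 765 fragments for Hand1 in mutant-normoxia to 7384 for Gata4 in wild-hypoxia. A list of 20 cardiac transcription factors, 19 of them measured, had median log2 fold changes of -0.03 in wild-hypoxia and 0.01 in mutant-normoxia, with 0 members over 3 model standard errors from wild-normoxia in either group.

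**Figure D2:**
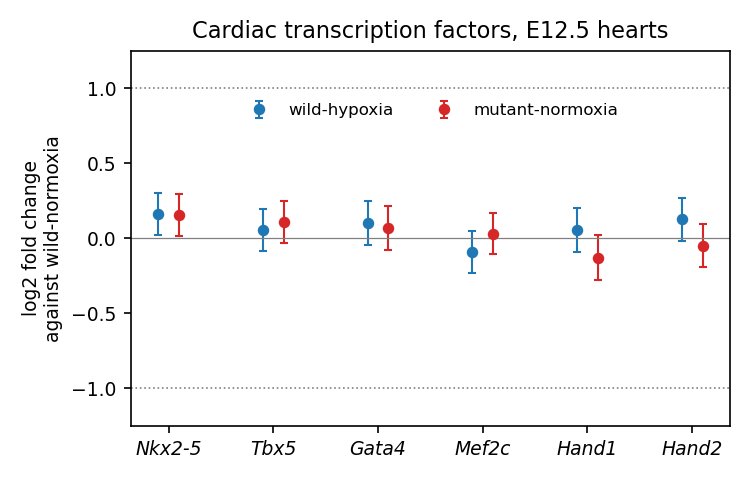
Log2 fold changes against wild-normoxia of Nkx2-5 and the 5 transcription factors of Supplemental Table 3 in E12.5 hearts, from the deposited counts. Points are group values, bars are 1 model standard error from the deposited variances, and dotted lines mark a fold of 2; all points lie between -0.13 and 0.16.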

Overall, there were phenotypic similarities between wild-hypoxia and *Nkx2-5* mutant hearts, and Nkx2-5 proteins were reduced nearly by one-half after gestational hypoxia.

## Discussion

Although gestational hypoxia and a mutation in *Nkx2-5* in mice have been shown to cause congenital heart disease (8, 24, 25), we report for the first time to our knowledge that non-genetic and genetic cardiac anomalies share a common mechanism relating to abnormal function of Nkx2-5, at least at a specific developing stage, E12.5. Moderate gestational hypoxia, namely 14% oxygen saturation, induces cardiac anomalies in wild-type mice, such as VSDs, excessive ventricular trabeculation, and irregular interventricular septum morphology. The spectrum of these cardiac anomalies overlaps with cardiac anomalies genetically induced by a heterozygous *Nkx2-*5 mutation in mice and humans. Gestational hypoxia reduces the expression of the Nkx2-5 protein by nearly one-half, and a genome-wide screening of mRNA shows that approximately 60% of dysregulated genes are overlapped between wild-hypoxia and mutant-normoxia relative to controls. To note, a 50% reduction of Nkx2-5 in heterozygous knockout mice leads to cardiac anomalies, including VSDs and ASDs (8, 26–28). In our study, VSDs were observed in 33% of heterozygous *Nkx2-5* knockout mice (8), with this incidence in agreement with other studies (26–28), whereas VSDs were observed in 82% of heterozygous *Nkx2-5* knock-in mice having the same genetic background (8).

The expression of Nkx2-5 proteins was reduced in embryonic hearts after 2 days of hypoxia without changing mRNA expression. Under various environmental stressors including hypoxia, all organisms respond and defend themselves to survive (29). Because proteins catalyze most cellular processes, rapid changes in protein levels are critical. There are many post-transcriptional steps at which cellular protein levels can be regulated, including abnormal RNA processing such as exporting to the cytoplasm, mRNA processing, and localization, translation, and post-translational modifications of proteins, as well as protein degradation (29). Nkx2-5 proteins are highly phosphorylated in hearts *in vivo* (30), but were reduced after exposure to hypoxia, suggesting that protein modifications, including phosphorylation, may be involved. There are open questions as to whether a reduction of the Nkx2-5 protein is a defensive mechanism in cardiac development, and how it is reduced under hypoxia.

During normal cardiac development, the ventricular trabecular layer is formed on approximately E10.5, coinciding with an increase of in the ventricular myocardial mass (31, 32), likely to facilitate the exchange of oxygen and nutrients from the blood locating in the ventricular cavities. As normal cardiac development progresses, development of discrete coronary arteries allows the outer compact layers to thicken, with the trabecular layer becoming less obvious, but this is altered during gestational hypoxia. Increased trabeculation, or ventricular noncompaction, is a cardiomyopathy with persistence of the trabecular layer, which can lead to both diastolic and systolic dysfunction (20, 33–35). Mechanisms leading to excessive ventricular trabeculation by gestational hypoxia and the *Nkx2-5* mutation need further investigation. For instance, excessive ventricular trabeculation was more evident in the right ventricle compared to the left by gestational hypoxia in P1 hearts. The reduction in Nkx2-5 proteins, however, was not apparently different between right and left ventricles in E12.5 hearts (Supplemental Figure 3). This might suggest that the hypoxia on heart anomalies may involve other factors, such as Isl1, acting in the secondary heart field (36).

RNAseq was examined after 2 days of hypoxia with the intention of finding early responses that lead to cardiac anomalies without being affected by complex compensatory mechanisms. Nevertheless, a limited number of transcripts, namely about 150 genes, were differentially expressed relative to control wild-normoxia; our study could have missed initial responses that occured earlier than 2 days of hypoxia. 

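After 2 days at 14% oxygen, genes known to be induced by hypoxia-inducible factors were not higher as a group in wild-hypoxia hearts. Of 35 listed targets, 34 were measured, and their median log2 fold change against wild-normoxia was -0.07, at percentile 1.74 of 10000 random lists matched on mean expression; 12 were higher, 22 lower, and only Vegfa, the endothelial growth factor, was over 3 model standard errors from 0, at -0.55 (0.16). Slc2a1, a glucose transporter, was at -0.22 (0.16), the glycolytic enzymes Pgk1 and Ldha at 0.14 (0.20) and 0.11 (0.18), and Hif1a itself at -0.24 (0.15). In mutant-normoxia the same list had a median of 0.04, at percentile 98.6, with 0 members over 3 model standard errors. On the list of cell death genes and p53 targets, Gadd45a and Bcl2l1 were higher in both groups, at 0.88 and 0.90 in wild-hypoxia. They were the only 2 of 18 members over 3 model standard errors, and the list's median was 0.01. Whether these 2 reflect cell death or the higher red cell transcripts was not tested. With both a fold over 2 and a distance over 3 model standard errors, a rule added after the data were seen, 173 genes stood apart from wild-normoxia in wild-hypoxia hearts, 100 higher and 73 lower, and 185 in mutant-normoxia hearts, 150 higher and 35 lower.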

Alternatively, this stage may be too early to explain the cardiac phenotypes examined in P1 hearts. This is the same for heterozygous *Nkx2-5* mutant mice in which cardiac development will be most likely affected prior to E12.5.

Our study agrees with the previous studies showing that gestational hypoxia causes cardiac anomalies when exposed to lower oxygen levels. For instance, 10.5% oxygen saturation between E10.5 and E13.5 led to VSDs with an incidence of 33% (*n* = 5 out of 15 mice) and ventricular non-compaction (24). The susceptibility of mouse hearts to hypoxia appeared stage-dependent, in which E10.5 embryos have the highest susceptibility between E10.5 and E18.5 (24). Outflow tract anomalies, such as double outlet right ventricle, were displayed under ~10.5% hypoxia (24); but not in our hypoxic conditions using the 129/Sv mouse strain. Extreme hypoxia, namely 5.5% oxygen saturation for 8 h, led mice with the C57BL/6 background to cardiac anomalies (25). However, this low level of hypoxia will not be applicable, even on the highest mountain, Mt. Everest (22,800 feet or 6,960 meters, 6.9% oxygen saturation), and adult mice died under 5.5% oxygen saturation within 1 to 2 h under our experimental conditions using the 129/Sv mouse strain.

Under extreme hypoxia, such as 1–5% O2 in cell culture, transcription factor hypoxia-induced factor 1 alpha (Hif1α) protein is stabilized and its short half-life is extended (36–38). Several studies showed Hif1α plays a critical role in cardiac development with induction of Nkx2-5 transcription using Hif1α knockdown, knockout or cobalt chloride, which elicits hypoxia-like responses (36, 39, 40). Under 14% hypoxia starting from E10.5, however, there were no changes in expression of Nkx2-5 mRNA 2 days and 8 days of exposure of hypoxia, or Hif1α protein within 8 days of exposure of hypoxia relative to the age-matched normoxic condition (Supplemental Figure 4).

We introduced hypoxia beginning at gestation day 10.5, when pregnancy was confirmed by weight gain (12) and abdominal expansion. In humans, increased levels of human chorionic gonadotropin is a sensitive marker for pregnancy that is detectable shortly after pregnancy occurs, however, these tests for mice are not currently available to the research (12).

We initiated this study to test whether the severity of genetic cardiac anomalies induced by the heterozygous *Nkx2-5* mutation will be worsened by a combination of genetic and environmental effects (41), i.e., gestational hypoxia. Expression of several *Nkx2-5* downstream targets were affected by gestational hypoxia, however, there was no significant difference in the incidence of cardiac anomalies, including VSDs, which was demonstrated in 73% of mutant-normoxia mice (*n* = 15) and 79% of mutant-hypoxia mice (*n* = 14).

In summary, we report that moderate chronic gestational hypoxia leads to cardiac anomalies that overlap with heterozygous *Nkx2-5* mutant mice accompanied by a reduction in Nkx2-5 proteins. Non-genetic and genetic cardiac anomalies share a common mechanism regarding the abnormal function of Nkx2-5. Just as important, this finding is likely to provide insights into the common molecular mechanisms underlying non-genetic and genetic cardiac anomalies. Such insights would potentially allow for the future development of specific therapeutic strategies for patients suffering from a wide-ranges of congenital cardiac anomalies.

## Author contributions

Experiments were designed and performed by OM, RC, CD, NP, MH, TG, JD, AR, and HK. The manuscript was prepared by OM and HK.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Mechanism Sharing Between Genetic and Gestational Hypoxia-Induced Cardiac Anomalies
**Source:** Front Cardiovasc Med. 2018 Aug 13;5:100. doi: 10.3389/fcvm.2018.00100
**Supplement:** Supplementary file 1

SUPPLEMENTAL MATERIAL

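Supplemental Table 1 gives for each gene the FPKM of both groups, the log2 ratio and the P and q values of the authors' comparison. Wild-hypoxia hearts had higher red cell genes and lower liver and splicing regulator genes than wild-normoxia hearts. The gene lists were fixed before the deposited data were examined but after the paper's tables had been read, so lists that hold genes of the tables are not independent of them. Of 34 measured red cell genes, 33 were higher and 29 were over 3 model standard errors from wild-normoxia, with a median log2 fold change of 1.00; Add2, a membrane skeleton protein, was at 1.27 (model standard error 0.16). All 20 measured liver genes were lower, 13 of them over 3 model standard errors, with a median of -1.31. Itih2 was at -1.77 (0.30). Liver genes were also lower in mutant-normoxia, and their median difference between wild-hypoxia and mutant-normoxia was -0.12. Alb had 1151 fragments in wild-normoxia, 469 in wild-hypoxia and 442 in mutant-normoxia. A high value in the shared wild-normoxia group alone cannot be told apart from an effect of both exposures. Tissue from outside the heart in the wild-normoxia samples was not tested. Of 30 regulators of splicing and RNAs kept in the nucleus, 29 were lower, 15 of them over 3 model standard errors, with a median of -0.48. These include the kinase Clk1 at -0.78 (0.15), the cyclin Ccnl2 at -0.82 (0.15) and Ttc14 at -0.90 (0.16), and in the direct comparison with mutant-normoxia all 30 were lower in wild-hypoxia, 7 of them over 3 model standard errors.
Genes of other tissues and of stress responses also stood apart. The keratinocyte list had a median of 0.55, with 7 of 17 members higher and 1, Grhl1 at -1.00 (0.22), lower by over 3 model standard errors. In the skeletal muscle list the median was 0.32 and 3 of 15 members were higher and 1 lower by that margin; Myh3, an embryonic myosin, was at 1.58 (0.32). Of 20 neural genes, 14 were lower, 4 of them over 3 model standard errors, with a median of -0.27, while 1, Chga, was higher by that margin. All 20 genes of oxidative stress and metal handling were higher, 10 over 3 model standard errors, with a median of 0.49; Blvrb, which red cells express strongly, was at 0.97 (0.15) and Gpx1, a peroxidase, at 1.11 (0.19). Whether this list reflects a stress response or the higher red cell transcripts was not tested. The list of integrated stress response genes had a median of 0.15, with Trib3 at 1.40 (0.21), and heat shock genes one of 0.07. Macrophage genes had a median of -0.06, immediate early genes 0.09 and platelet genes -0.34, although Tubb1, a tubulin of platelets, was higher at 1.07 (0.20).

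**Figure D3:**
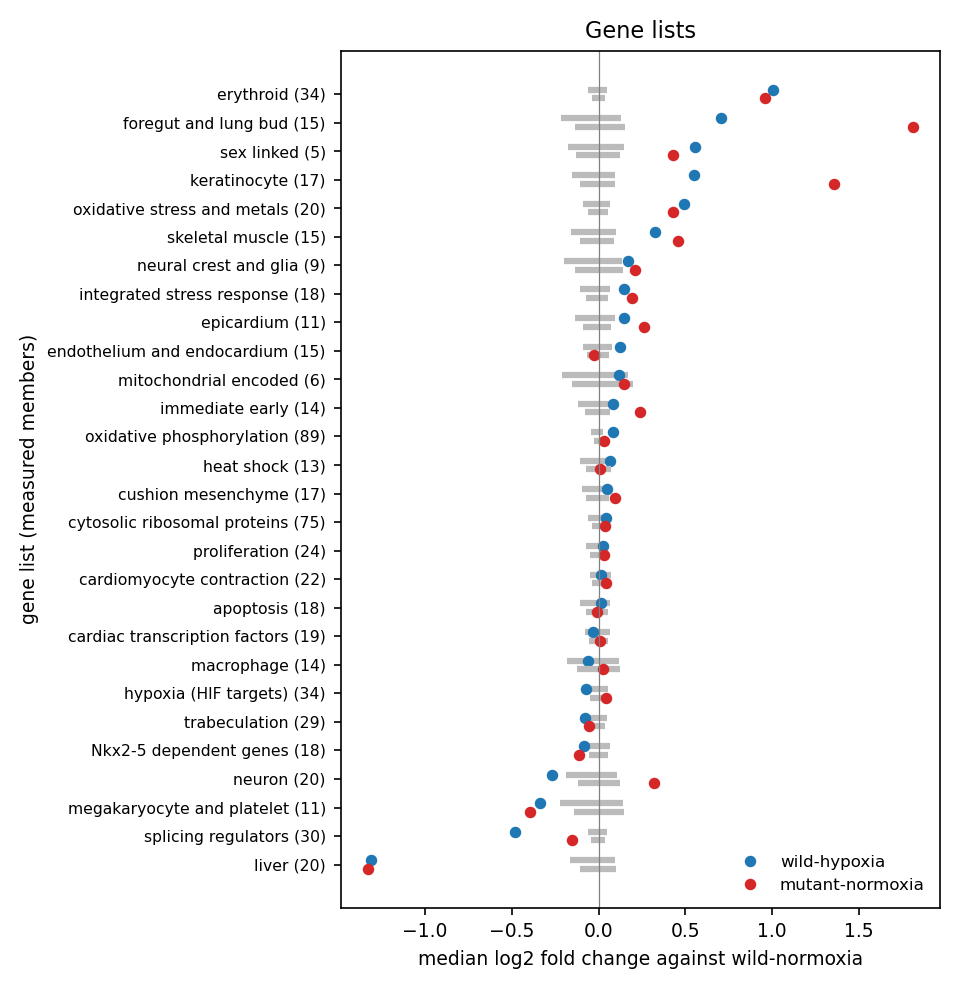
Median log2 fold change of each of 28 gene lists, in wild-hypoxia and mutant-normoxia against wild-normoxia. Points are list medians, grey bars span the central 95% of medians of 10000 random lists matched on mean expression, and the number of measured members stands beside each name; red cell genes lie highest in wild-hypoxia and liver genes lowest.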

Supplement Table 1. mRNA expression between wild-hypoxia relative to wild-normoxia.

gene_id	gene	locus	value<br>wild-<br>hypoxia	value<br>wild-<br>normox<br>ia	log2(fold<br>_change)	p_value	q_value	significant
ENSMUSG00000001348	Acp5	9:22117327-<br>22137756	38.4706	18.0341	1.09303	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000001542	Eil2	13:75707483-<br>75772356	8.54468	5.13736	0.733999	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000001763	Tspan3	6:29694221-<br>29718559	15.4282	7.73522	0.996054	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000003849	Nqo1	8:107388224-<br>107403206	3.97744	1.91776	1.05241	0.0005	92	yes
ENSMUSG00000004552	Ctse	1:131638305-<br>131675505	39.7675	15.2975	1.37829	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000004961	Syt5	7:4539764-<br>4547541	2.90548	1.15078	1.33616	0.0002	0.01253<br>09	yes
ENSMUSG00000005161	Prdx2	8:84956609-<br>84976542	809.58	518.447	0.642976	0.00035	0.01962<br>57	yes
ENSMUSG00000005681	Apoa2	1:171225053-<br>171226379	5.21974	12.9232	-1.30791	0.00065	0.03224<br>82	yes
ENSMUSG00000007659	Bcl2l1	2:152780667-<br>152831728	94.6541	50.7183	0.90016	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000008843	Cldn13	5:134914248-<br>134915526	9.00175	3.31269	1.4422	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000015342	Xk	X:9272755-<br>9313250	5.41617	3.62387	0.579742	0.00035	0.01962<br>57	yes
ENSMUSG00000016255	Tubb1	2:174450694-<br>174457882	13.1918	6.2689	1.07336	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000016526	Dyrk3	1:131127454-<br>131138340	8.9429	3.37227	1.40702	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000017677	Wsb1	11:79239371-<br>79254671	50.3133	84.9159	-	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000020029	Nudt4	10:95547006-<br>95564167	142.147	84.1784	0.755095	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000020034	Tcp1l12	10:84576625-<br>84614359	12.806	7.41769	0.787775	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000020142	Slc1a4	11:20302179-<br>20332713	10.0885	6.43371	0.648992	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000020609	Apob	12:7977647-<br>8016835	0.840634	2.07735	-1.30519	0.00095	0.04333<br>1	yes
ENSMUSG00000020638	Cmpk2	12:26469203-<br>26479835	3.47881	1.90909	0.865707	0.0001	0.00718<br>14	yes
ENSMUSG00000020656	Grhl1	12:24572286-<br>24617391	1.91933	3.88046	-1.01563	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000020802	Ube2o	11:116537739-<br>116581447	23.7623	13.5244	0.813113	0.0001	0.00718<br>14	yes
ENSMUSG00000020908	Myh3	11:67078299-<br>67102291	0.748388	0.24664	2	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000021061	Sptb	12:76580487-<br>76710547	22.1366	14.9683	0.564527	0.0003	0.01740<br>98	yes
ENSMUSG00000021102	Glrx5	12:105032688-<br>105040910	118.494	81.027	0.54834	0.0001	0.00718<br>14	yes
ENSMUSG00000021118	Plek2	12:78888690-<br>78906964	7.5496	2.99058	1.33597	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000021194	Chga	12:102554968-<br>102565027	1.69037	0.21551	3	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000021268	Meg3	12:109541000-<br>109571726	73.1426	142.349	-	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000021508	Cxcl14	13:56288646-<br>56296551	12.8363	3.39378	1.91926	5.00E-<br>05	0.00395<br>438	yes

ENSMUSG00000021704	Mtx3	13:92844786-92858230	3.02312	4.49963	0.573766	-	0.0005	0.02636	yes
ENSMUSG00000022099	Dmtn	14:70602183-70636048	9.84647	5.03206	0.968456	5.00E-	0.00395	92	yes
ENSMUSG00000022100	Xpo7	14:70654245-70778495	14.6316	9.90437	0.562952	0.00015	0.00997	438	yes
ENSMUSG00000022228	Zscan26	13:21421274-21453730	11.3236	17.7618	0.649449	0.0002	0.01253	772	yes
ENSMUSG00000022382	Wnt7b	15:85535438-85593708	2.86906	3	1.60072	5.00E-	0.00395	09	yes
ENSMUSG00000022483	Col2a1	15:97975601-98004695	15.9413	23.3032	0.547762	0.00025	0.00395	438	yes
ENSMUSG00000022510	Trp63	16:25683762-25892102	1.69786	3	1.57018	0.00085	0.03986	04	yes
ENSMUSG00000023216	Epb42	2:121017890-121037072	54.3903	23.4658	1.21279	0.0001	0.00718	14	yes
ENSMUSG00000023926	Rhag	17:40811125-40840754	8.04221	4.55872	0.818963	5.00E-	0.00395	438	yes
ENSMUSG00000024014	Pim1	17:29461895-29496111	22.4309	13.6681	0.714672	5.00E-	0.00395	438	yes
ENSMUSG00000024276	Zfp397	18:23954687-23964671	7.73409	11.34	0.552114	0.00015	0.00997	772	yes
ENSMUSG00000024383	Map3k2	18:32163088-32236751	1.78692	2.64022	0.563184	0.00065	0.03224	82	yes
ENSMUSG00000024391	Apom	17:35128996-35132050	1.04062	3.01584	-1.53512	0.0005	0.02636	92	yes
ENSMUSG00000024588	Fech	18:64456549-64489066	82.196	46.9979	0.806473	5.00E-	0.00395	438	yes
ENSMUSG00000024661	Fth1	19:9982702-9985092	1687.69	892.687	0.918828	0.00015	0.00997	772	yes
ENSMUSG00000024990	Rbp4	19:38116619-38125321	6.01773	14.6648	-1.28507	5.00E-	0.00395	438	yes
ENSMUSG00000025270	Alas2	X:150519518-150643878	259.504	77.2906	1.74739	5.00E-	0.00395	438	yes
ENSMUSG00000025503	Taldo1	7:141392198-141402968	115.046	82.9549	0.471814	0.00105	0.04665	17	yes
ENSMUSG00000025889	Snca	6:60731574-60829855	43.7368	19.8482	1.13984	5.00E-	0.00395	438	yes
ENSMUSG00000026034	Clk1	1:58410188-58424066	65.3626	116.597	0.834994	5.00E-	0.00395	438	yes
ENSMUSG00000026349	Ccnt2	1:127774163-127808061	10.7825	17.1573	0.670137	0.00035	0.01962	57	yes
ENSMUSG00000026442	Nfasc	1:132564689-132741797	0.117249	1.01497	-3.11378	5.00E-	0.00395	438	yes
ENSMUSG00000026459	Myog	1:134289988-134292548	3.34804	1.30075	1.36397	0.00035	0.01962	57	yes
ENSMUSG00000026532	Spta1	1:174172775-174248450	9.18516	5.76392	0.672255	5.00E-	0.00395	438	yes
ENSMUSG00000026686	Lmx1a	1:167689236-167848741	8.32641	3.62363	1.20026	5.00E-	0.00395	438	yes
ENSMUSG00000026688	Mgst3	1:167371965-167393841	73.0739	52.577	0.474925	0.00075	0.03611	36	yes
ENSMUSG00000027077	Smtnl1	2:84811175-84822652	0.970164	0.29174	3	0.00055	0.02832	09	yes
ENSMUSG00000027078	Ube216	2:84798827-84810335	168.123	66.5527	1.33695	5.00E-	0.00395	438	yes
ENSMUSG00000027495	Fam210b	2:172345564-172355749	12.8166	7.00717	0.871112	5.00E-	0.00395	438	yes
ENSMUSG00000027510	Rbm38	2:173020497-173034734	102.597	70.6327	0.538581	0.00025	0.01499	04	yes
ENSMUSG00000027562	Car2	3:14886272-14900770	176.707	74.0702	1.25439	5.00E-	0.00395	438	yes
ENSMUSG00000027620	Rbm39	2:156147238-156180238	130.029	201.081	0.628943	0.0008	0.03789	33	yes
ENSMUSG00000027677	Ttc14	3:33799831-33844310	10.5132	17.659	0.748204	0.00035	0.01962	57	yes

ENSMUSG00000027869	Hsd3b6	3:98805503-98814443	173.087	49.5985	1.80313	5.00E-05	0.00395438	yes
ENSMUSG00000027871	Hsd3b1	3:98852193-98859794	5.05442	2.07114	1.28712	5.00E-05	0.00395438	yes
ENSMUSG00000028081	Rps3a1	3:86137939-86142702	10.6923	3.73903	1.51584	5.00E-05	0.00395438	yes
ENSMUSG00000028393	Alad	4:62509168-62519918	96.0559	59.6683	0.686911	5.00E-05	0.00395438	yes
ENSMUSG00000028644	Ermap	4:119175456-119190011	23.6672	11.3026	1.06624	0.00025	0.0149904	yes
ENSMUSG00000028716	Pdzk1ip1	4:115088707-115093899	84.6945	30.0747	1.49372	5.00E-05	0.00395438	yes
ENSMUSG00000028717	Tal1	4:115056425-115071755	26.5037	14.4638	0.873752	5.00E-05	0.00395438	yes
ENSMUSG00000028730	Cfap57	4:118554550-118620777	1.68916	0.570909	1.56498	5.00E-05	0.00395438	yes
ENSMUSG00000028825	Rhd	4:134864535-134896172	18.058	8.46361	1.0933	5.00E-05	0.00395438	yes
ENSMUSG00000029068	Ccnl2	4:155812488-155824543	27.6705	46.6616	0.753887	5.00E-05	0.00395438	yes
ENSMUSG00000029826	Zc3hav1	6:38305285-38354603	8.47249	5.24541	0.691732	5.00E-05	0.00395438	yes
ENSMUSG00000029922	Mkrl1	6:39397803-39421294	50.3515	25.5015	0.981451	5.00E-05	0.00395438	yes
ENSMUSG00000030000	Add2	6:86028680-86124409	27.8941	11.133	1.32512	5.00E-05	0.00395438	yes
ENSMUSG00000030406	Gipr	7:19156060-19166127	2.99637	5.42204	0.855623	0.00025	0.0149904	yes
ENSMUSG00000030878	Cdr2	7:120957035-120982312	35.7881	21.4777	0.736638	5.00E-05	0.00395438	yes
ENSMUSG00000031762	Mt2	8:94170747-94173568	44.3586	23.4717	0.918294	0.0009	0.0416496	yes
ENSMUSG00000032083	Apoa1	9:46228579-46230466	7.26331	16.7289	-1.20364	5.00E-05	0.00395438	yes
ENSMUSG00000032449	Slc25a3	9:97074960-97111157	17.4454	30.3258	0.797695	5.00E-05	0.00395438	yes
ENSMUSG00000032656	3-Mar	18:56761715-56925548	16.8955	8.83712	0.934992	5.00E-05	0.00395438	yes
ENSMUSG00000032715	Trib3	2:152337421-152344032	9.12755	3.47428	1.39351	5.00E-05	0.00395438	yes
ENSMUSG00000033006	Sox10	15:79154912-79164490	1.43843	0.62537	1.20171	0.0007	0.0342417	yes
ENSMUSG00000033214	Slitrk5	14:111675114-111683134	7.39255	11.0012	0.573516	0.00015	0.00997772	yes
ENSMUSG00000033831	Fgb	3:83040140-83049863	0.294022	1.18989	-2.01683	5.00E-05	0.00395438	yes
ENSMUSG00000034160	Ogt	X:101640059-101684351	31.2369	48.471	0.633872	0.0001	0.0071814	yes
ENSMUSG00000034248	Slc25a3	14:69241847-69305355	101.993	50.1535	1.02404	5.00E-05	0.00395438	yes
ENSMUSG00000034449	Dhrs11	11:84820855-84828994	20.7401	13.8264	0.584999	0.0008	0.0378933	yes
ENSMUSG00000035557	Krt17	11:100256216-100261029	2.93591	0.67289	2.12535	5.00E-05	0.00395438	yes
ENSMUSG00000036306	Lzts1	8:69132668-69184225	0.844946	7.89841	-3.22463	5.00E-05	0.00395438	yes
ENSMUSG00000036390	Gadd45a	6:67035095-67080654	18.1162	9.26594	0.967271	0.00025	0.0149904	yes
ENSMUSG00000037124	Trim58	11:58640464-58652404	2.04015	0.75565	1.43288	5.00E-05	0.00395438	yes
ENSMUSG00000037254	Itih2	2:10094592-10131396	0.994339	3.33738	-1.74691	5.00E-05	0.00395438	yes
ENSMUSG00000037415	Ranbp10	8:105768307-105827350	13.1461	9.34503	0.492364	0.00055	0.0283209	yes
ENSMUSG00000038059	Smim3	18:60474192-60501983	7.59547	4.69131	0.695149	0.0007	0.0342417	yes

ENSMUSG00000038871	Bpgm	6:34476206-34505613	162.162	65.5602	1.30654	5.00E-05	0.00395	yes
ENSMUSG00000038893	Fam117a	11:95336010-95384507	28.0361	13.7706	1.02569	0.0001	0.00718	yes
ENSMUSG00000039956	Mrap	16:90738323-90749785	4.73625	2.08791	1.18169	0.00015	0.00997	yes
ENSMUSG00000040466	Blvrb	7:27447977-27466144	131.024	67.3931	0.959156	5.00E-05	0.00395	yes
ENSMUSG00000040713	Creg1	1:165763745-165775308	130.609	68.48	0.931503	0.0001	0.00718	yes
ENSMUSG00000041842	Fhdc1	3:84442197-84480429	2.28239	0.66445	1.78031	0.00095	0.04333	yes
ENSMUSG00000042066	Tmcc2	1:132356314-132391281	102.663	40.8468	1.32962	5.00E-05	0.00395	yes
ENSMUSG00000042351	Grap2	15:80623504-80650559	13.9886	5.75261	1.28197	5.00E-05	0.00395	yes
ENSMUSG00000044337	Ackr3	1:90203979-90216751	49.6784	32.5207	0.611259	5.00E-05	0.00395	yes
ENSMUSG00000044468	Fam46c	3:100451627-100489324	29.4086	9.43641	1.63993	5.00E-05	0.00395	yes
ENSMUSG00000045409	Trim39	17:36258872-36272247	5.19407	7.86547	0.598669	-	0.02832	yes
ENSMUSG00000045545	Krt14	11:100203161-100207548	8.85173	1.28364	2.78572	5.00E-05	0.00395	yes
ENSMUSG00000045573	Penk	4:4133530-4188703	15.1923	8.39983	0.854911	0.0001	0.00718	yes
ENSMUSG00000045730	Adrb2	18:62177816-62179959	3.95644	1.74278	1.18281	5.00E-05	0.00395	yes
ENSMUSG00000046352	Gjb2	14:57098599-57104702	4.85322	1.98971	1.28638	5.00E-05	0.00395	yes
ENSMUSG00000047281	Sfn	4:133600555-133602168	1.94933	0.51823	1.91131	5.00E-05	0.00395	yes
ENSMUSG00000048540	Nhlh2	3:102010075-102015492	0.170436	1.17596	-2.78653	5.00E-05	0.00395	yes
ENSMUSG00000049409	Prokr1	6:87578590-87590743	3.02244	1.31427	1.20146	0.0011	0.04833	yes
ENSMUSG00000050334	C130071C03Ri	13:83721380-83884194	0.173799	0.64423	-1.89017	0.00055	0.02832	yes
ENSMUSG00000051251	Nhlh1	1:172052291-172057573	0.098625	0.47550	-2.26943	0.0007	0.03424	yes
ENSMUSG00000051451	Crebzf	7:90442728-90447994	6	7	-	0.0007	0.02832	yes
ENSMUSG00000051839	Gypa	8:80493780-80510542	22.0571	36.6036	0.730744	0.00055	0.09	yes
ENSMUSG00000052217	Hbb-bh1	5.00E-05	30.5112	14.9588	1.02834	0.00395	0.00395	yes
ENSMUSG00000052305	Hbb-bs	7:103841636-103843164	4555.82	1687.86	1.43251	5.00E-05	0.00395	yes
ENSMUSG00000053835	H2-T24	7:103826533-103828096	4815.09	1116.87	2.1081	5.00E-05	0.00395	yes
ENSMUSG00000054146	Krt15	17:35994452-36042747	6.20525	3.05749	1.02114	0.00055	0.02832	yes
ENSMUSG00000054191	Klf1	11:100131757-100135928	9.25719	1.49289	2.63247	5.00E-05	0.00395	yes
ENSMUSG00000054932	Afp	8:84901927-84905291	20.125	11.2714	0.836324	5.00E-05	0.00395	yes
ENSMUSG00000055401	Fbxo6	5:90490736-90515931	12.0074	45.781	-1.93083	5.00E-05	0.00395	yes
ENSMUSG00000056656	Apol8	4:148145715-148152140	20.2871	9.96639	1.02542	5.00E-05	0.00395	yes
ENSMUSG00000058620	Adra2b	15:77747798-77755229	1.7654	2	1.45097	0.00015	0.00997	yes
ENSMUSG00000058794	Nfe2	2:127363207-127367221	4.55025	2.11821	1.1031	5.00E-05	0.00395	yes
		15:103248211-103258403	39.7201	15.9569	1.31569	5.00E-05	0.00395	yes

ENSMUSG00000059481	Plg	17:12378608-12419384	0.394776	1.16188	-1.55735	0.0007	0.03424	17	yes
ENSMUSG00000060257	Sert2	2:152081528-152095802	0.203631	0.76560	3	-1.91064	0.0004	0.02193	56
ENSMUSG00000060807	Serpina6	12:103646629-103657212	4.48134	13.6952	-1.61166	5.00E-05	0.00395	438	yes
ENSMUSG00000061527	Krt5	15:101707069-101712891	18.585	2.21267	3.07028	5.00E-05	0.00395	438	yes
ENSMUSG00000063856	Gpx1	9:108338902-108340343	1523.46	707.008	1.10755	5.00E-05	0.00395	438	yes
ENSMUSG00000069814	Ccdc92b	11:74619604-74641516	7.14617	2.27407	1.65189	5.00E-05	0.00395	438	yes
ENSMUSG00000070803	Cited4	4:120666571-120667820	45.1231	27.3857	0.720445	5.00E-05	0.00395	438	yes
ENSMUSG00000071068	Trem12	17:48300037-48312534	2.61497	1.26123	1.05196	5.00E-05	0.00395	438	yes
ENSMUSG00000071711	Mpst	15:78406711-78414002	27.747	19.3182	0.522374	0.00095	0.00395	1	yes
ENSMUSG00000071715	Ncf4	15:78244800-78262580	30.6637	9.8877	1.63283	5.00E-05	0.00395	438	yes
ENSMUSG00000071866	Ppia	11:6415442-6419817	1.09077	2.8906	-1.40602	5.00E-05	0.00395	438	yes
ENSMUSG00000073063	Hbq1b	11:32286964-32287784	11.1511	3.54481	1.65341	5.00E-05	0.00395	438	yes
ENSMUSG00000073400	Trim10	17:36869573-36877833	31.705	11.1214	1.51137	5.00E-05	0.00395	438	yes
ENSMUSG00000073940	Hbb-bt	7:103812523-103813996	405.567	92.6762	2.12967	5.00E-05	0.00395	438	yes
ENSMUSG00000074415	3C20Ri	9:41327259-41655483	4.42845	8.88406	-1.00442	5.00E-05	0.00395	438	yes
ENSMUSG00000078853	Igtp	11:58199555-58222782	6.26394	3.34942	0.903159	0.0003	0.01740	98	yes
ENSMUSG00000082101	Slfn14	11:83275109-83286726	6.73538	2.65499	1.34305	5.00E-05	0.00395	438	yes
ENSMUSG00000082431	Tdpx-ps1	1:99772764-100485942	81.4281	52.2935	0.638896	5.00E-05	0.00395	438	yes
ENSMUSG00000084289	Gm6977	X:90744545-90745062	538.237	284.331	0.920669	5.00E-05	0.00395	438	yes
ENSMUSG00000084893	Hba-ps4	17:26286362-26287061	14.5319	4.25302	1.77267	0.0001	0.00718	14	yes
ENSMUSG00000085006	BC021767	3:94661829-94670696	2.56557	0.78414	1.71008	5.00E-05	0.00395	438	yes
ENSMUSG00000085396	Firre	X:50555743-50635321	13.7826	27.5323	0.998278	-	0.01740	98	yes
ENSMUSG00000085700	Hbb-bh0	7:103850019-103850148	5984.43	1515.31	1.9816	5.00E-05	0.00395	438	yes
ENSMUSG00000086804	Gm43154	6:31605189-31922270	1.61251	0.54547	1	1.56374	0.01962	57	yes
ENSMUSG00000089726	Mir17hg	14:115042878-115046727	1.62918	4.02602	-1.30521	0.00035	0.00395	57	yes
ENSMUSG00000090877	Hspa1b	17:34956435-34959238	1.68833	4.02602	-1.30521	5.00E-05	0.00395	438	yes
ENSMUSG00000091971	Hspa1a	17:34969189-34972156	1.94894	0.51139	1.7231	5.00E-05	0.00395	438	yes
ENSMUSG00000095041	AC149090.1	JH584304.1:52189-59690	2.03815	0.56164	1.79497	0.00997	0.00997	772	yes
ENSMUSG00000095123	Gm21781	10:4391586-4396424	0.502765	3.80533	-0.90076	0.00015	0.01962	57	yes
ENSMUSG00000095139	Pou3f2	4:22482779-22488366	0.067145	1.13733	-1.1777	0.00035	0.00395	57	yes
ENSMUSG00000096768	Erdr1	Y:90784737-90816464	5	6	-2.58508	5.00E-05	0.00395	438	yes
ENSMUSG00000097023	Mir9-3hg	Y:90784737-90816464	1.50272	4.54334	-1.59618	0.0002	0.01253	09	yes
		7:79500025-79534403	0.182782	4.54334	-1.59618	0.00015	0.00997	772	yes

ENSMUSG00000097375	672042<br>7I07Rik	13:48535522-<br>48537822	2.49825	4.89576<br>0.68239	-<br>0.970615	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000097767	Miat	5:112213227-<br>112233720	0.140169	6	-2.28344	0.00035	0.01962<br>57	yes
ENSMUSG00000097977	Gm565	12:5589616-<br>5590624	0.559334	2.63252	-2.23466	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000103953	Gm297	1:136793033-<br>136793510	43.0551	27.1993	0.662614	0.00105	0.04665<br>17	yes
ENSMUSG00000107726	Gm440	4:103217701-<br>103219592	0.175312	0.72169	5	-2.04147	0.03224<br>82	yes
ENSMUSG00000108322	Gm451	7:44484516-<br>44485413	16.8645	29.7437	-	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000108621	Gm374	7:39542536-<br>39580589	0.507958	1.53477	-1.59524	0.001	0.04492<br>61	yes
ENSMUSG00000109706	Fth-ps3	8:86902452-<br>86919422	43.7441	22.2895	0.972722	0.0004	0.02193<br>56	yes

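Supplemental Table 2 has the layout of Supplemental Table 1, for mutant-normoxia against wild-normoxia. Mutant-normoxia hearts had higher transcripts of foregut, epidermis and red cells and lower liver transcripts than wild-normoxia hearts. All 15 measured foregut and lung bud genes were higher, 12 of them over 3 model standard errors, with a median log2 fold change of 1.81, while the median in wild-hypoxia was 0.71; Tbx4, a gene of lung and limb mesenchyme, was at 1.81 (model standard error 0.33), Foxf2 at 2.39 (0.44) and the signalling gene Wnt7b at 1.99 (0.26). In the direct comparison all 15 were lower in wild-hypoxia than in mutant-normoxia, 6 of them by over 3 model standard errors. The keratinocyte list had a median of 1.35, with 9 of 17 members higher and 1 lower by that margin, the former with Epcam, an epithelial adhesion protein, at 1.35 (0.30). Of 34 red cell genes all were higher, 30 over 3 model standard errors, with a median of 0.96, and all 20 liver genes were lower, with a median of -1.33. Here too, a high value of the liver genes in wild-normoxia alone cannot be told apart from an effect in mutant-normoxia. Skeletal muscle genes had a median of 0.46, with 6 of 15 higher by over 3 model standard errors and Tnnt1 lower, at -0.92 (0.14).
Otx1, a transcription factor of the forebrain, was at 2.00 (0.44) in mutant-normoxia, and the neural list as a whole had a median of 0.32. The immediate early list had a median of 0.24, with 2 members over 3 model standard errors, Egr1 and Fos, the latter at 0.93 (0.23). Of 14 macrophage genes, Lyz1 and Lyz2, near-identical copies, were lower and the complement genes C1qa and C1qb were at 0.05 and 0.09, with a list median of 0.02. Platelet genes had a median of -0.39, with Ppbp at -0.95 (0.31) and, in the other direction, Tubb1 at 0.88 (0.20). Splicing regulators had a median of -0.15, with 26 of 30 lower and 0 over 3 model standard errors. Oxidative stress genes had a median of 0.43, with all 20 higher and 6 over 3 model standard errors, beside the higher red cell genes, from which their rise was not separated. Integrated stress response genes had a median of 0.19. Heat shock and cell death genes had medians of 0.01 and -0.01.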

Supplement Table 2. mRNA expression between mutant-normoxia relative to wild-normoxia.

2gene_id	gene	locus	value<br>mutant-<br>normoxi<br>a	value<br>wild-<br>normox<br>ia	log2(fold<br>_change)	p_value	q_value	significant
ENSMUSG00000000094	Tbx4	11:85886421-<br>85916097	1.58823	0.45561	5	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000001348	Acp5	9:22117327-<br>22137756	31.1314	18.0341	0.787646	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000001542	Eil2	13:75707483-<br>75772356	8.60432	5.13736	0.744035	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000001763	Tspan3	6:29694221-<br>29718559	12.8244	7.73522	0.72938	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000004552	Ctse	1:131638305-<br>131675505	34.3435	15.2975	1.16674	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000004885	Crabp2	3:87948665-<br>87953376	21.2674	13.0415	0.70553	0.0008	0.03789<br>33	yes
ENSMUSG00000004961	Syt5	7:4539764-<br>4547541	2.60237	1.15078	1.17721	0.00055	0.02832<br>09	yes
ENSMUSG00000005917	Otx1	11:21994763-<br>22002897	1.04575	0.24438	7	0.00025	0.01499<br>04	yes
ENSMUSG00000007279	Scube2	7:109798675-<br>109865679	4.95666	-	0.617047	0.00085	0.03986<br>47	yes
ENSMUSG00000007659	Bcl2l1	2:152780667-<br>152831728	84.2979	7.60219	0.732992	0.00015	0.00997<br>772	yes
ENSMUSG00000007805	Twist2	1:91798527-<br>91848028	6.68945	3.52604	0.92384	0.0006	0.03041<br>66	yes
ENSMUSG00000008843	Cldn13	5:134914248-<br>134915526	6.4308	3.31269	0.956996	0.0008	0.03789<br>33	yes
ENSMUSG00000013584	Aldh1a	9:71215788-<br>71296243	19.6134	12.785	0.61739	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000015342	Xk	X:9272755-<br>9313250	6.11946	3.62387	0.755873	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000016255	Tubb1	2:174450694-<br>174457882	11.5953	6.2689	0.887258	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000016526	Dyrk3	1:131127454-<br>131138340	7.62271	3.37227	1.17658	5.00E-<br>05	0.00395<br>438	yes

ENSMUSG00000020029	Nudt4	10:95547006-95564167	133.278	84.1784	0.662914	5.00E-05	0.00395438	yes
ENSMUSG00000020034	Tcp11l2	10:84576625-84614359	11.5727	7.41769	0.641684	0.0001	0.0071814	yes
ENSMUSG00000020142	Slc1a4	11:20302179-20332713	10.696	6.43371	0.733346	5.00E-05	0.00395438	yes
ENSMUSG00000020638	Cmpk2	12:26469203-26479835	3.44989	1.90909	0.853663	0.00015	0.00997772	yes
ENSMUSG00000020656	Grhl1	12:24572286-24617391	2.38272	3.88046	0.703619	-	0.0398647	yes
ENSMUSG00000020802	Ube2o	11:116537739-116581447	21.2376	13.5244	0.651057	0.0001	0.0071814	yes
ENSMUSG00000020875	Hoxb9	11:96271456-96276595	0.954834	5	1.94873	0.00065	0.0322482	yes
ENSMUSG00000020908	Myh3	11:67078299-67102291	0.713012	0.24664	2	5.00E-05	0.00395438	yes
ENSMUSG00000020950	Foxg1	12:49382659-49407360	1.90848	0.36168	8	5.00E-05	0.00395438	yes
ENSMUSG00000021061	Sptb	12:76580487-76710547	22.6996	14.9683	0.60076	0.00015	0.00997772	yes
ENSMUSG00000021118	Plek2	12:78888690-78906964	6.89315	2.99058	1.20474	5.00E-05	0.00395438	yes
ENSMUSG00000021255	Esrrb	12:86361116-86521628	1.66073	3.25131	0.969203	-	0.00395438	yes
ENSMUSG00000021381	Barx1	13:48662997-48666507	5.91099	0.90951	6	5.00E-05	0.00395438	yes
ENSMUSG00000021508	Cxcl14	13:56288646-56296551	11.943	3.39378	1.8152	5.00E-05	0.00395438	yes
ENSMUSG00000021732	Fgf10	13:118669790-118792115	1.64257	0.55810	2	0.00025	0.0149904	yes
ENSMUSG00000022099	Dmtn	14:70602183-70636048	9.00519	5.03206	0.839607	5.00E-05	0.00395438	yes
ENSMUSG00000022100	Xpo7	14:70654245-70778495	14.1625	9.90437	0.515944	-	0.0149904	yes
ENSMUSG00000022309	Angpt1	15:42424726-42704616	20.055	29.5955	0.561413	5.00E-05	0.00395438	yes
ENSMUSG00000022382	Wnt7b	15:85535438-85593708	3.80499	0.94596	3	5.00E-05	0.00395438	yes
ENSMUSG00000022483	Col2a1	15:97975601-98004695	9.91691	23.3032	-1.23257	5.00E-05	0.00395438	yes
ENSMUSG00000022510	Trp63	16:25683762-25892102	1.98769	0.57178	3	0.0001	0.0071814	yes
ENSMUSG00000023216	Epb42	2:121017890-121037072	49.8641	23.4658	1.08744	0.00045	0.0242455	yes
ENSMUSG00000023906	Cldn6	17:23679364-23682446	3.77394	1.4003	1.43033	0.00045	0.0242455	yes
ENSMUSG00000023926	Rhag	17:40811125-40840754	8.00356	4.55872	0.812013	5.00E-05	0.00395438	yes
ENSMUSG00000023995	Tspo2	17:48447955-48451522	4.83374	0.73060	3	0.0006	0.0304166	yes
ENSMUSG00000024014	Pim1	17:29461895-29496111	23.2965	2.72598	0.769296	5.00E-05	0.00395438	yes
ENSMUSG00000024134	Six2	17:85684276-85688274	2.36758	0.79845	9	5.00E-05	0.00395438	yes
ENSMUSG00000024479	Mal2	15:54571365-54602846	0.525719	0.08565	95	0.00997	0.00997772	yes
ENSMUSG00000024588	Fech	18:64456549-64489066	77.7599	2.61761	0.726431	5.00E-05	0.00395438	yes
ENSMUSG00000024661	Fth1	19:9982702-9985092	1581.61	46.9979	0.825167	0.00075	0.0361136	yes
ENSMUSG00000024990	Rbp4	19:38116619-38125321	6.30135	892.687	-1.21863	5.00E-05	0.00395438	yes
ENSMUSG00000025270	Alas2	X:150519518-150643878	192.299	77.2906	1.31499	5.00E-05	0.00395438	yes
ENSMUSG00000025407	Gli1	10:127323726-127341589	1.3952	0.60678	8	0.02636	0.0263692	yes

ENSMUSG00000025889	Snca	6:60731574-60829855	40.6487	19.8482	1.0342	5.00E-05	0.00395	yes
ENSMUSG00000026100	Mstn	1:53061639-53068079	4.75968	8.09066	0.765394	5.00E-05	0.00395	yes
ENSMUSG00000026459	Myog	1:134289988-134292548	3.14169	1.30075	1.2722	0.0003	98	yes
ENSMUSG00000026532	Spta1	1:174172775-174248450	10.4614	5.76392	0.859962	5.00E-05	0.00395	yes
ENSMUSG00000026686	Lmx1a	1:167689236-167848741	7.74979	3.62363	1.09672	5.00E-05	0.00395	yes
ENSMUSG00000027078	Ube2l6	2:84798827-84810335	142.95	66.5527	1.10294	5.00E-05	0.00395	yes
ENSMUSG00000027168	Pax6	2:105536079-105697364	2.2606	4	1.90243	0.00015	772	yes
ENSMUSG00000027495	Fam210b	2:172345564-172355749	11.5536	7.00717	0.72144	5.00E-05	0.00395	yes
ENSMUSG00000027562	Car2	3:14886272-14900770	157.792	74.0702	1.09106	5.00E-05	0.00395	yes
ENSMUSG00000027869	Hsd3b6	3:98805503-98814443	152.168	49.5985	1.6173	5.00E-05	0.00395	yes
ENSMUSG00000027871	Hsd3b1	3:98852193-98859794	5.16614	2.07114	1.31866	5.00E-05	0.00395	yes
ENSMUSG00000028369	Svep1	4:58042441-58206859	2.23796	1.40039	0.676349	0.0001	14	yes
ENSMUSG00000028393	Alad	4:62509168-62519918	88.6924	59.6683	0.571846	0.0001	14	yes
ENSMUSG00000028644	Ermap	4:119175456-119190011	24.5911	11.3026	1.12149	5.00E-05	0.00395	yes
ENSMUSG00000028716	Pdzk1ip1	4:115088707-115093899	66.3803	30.0747	1.14221	5.00E-05	0.00395	yes
ENSMUSG00000028717	Tal1	4:115056425-115071755	23.8203	14.4638	0.719751	5.00E-05	0.00395	yes
ENSMUSG00000028730	Cfap57	4:118554550-118620777	1.47446	9	1.36886	5.00E-05	0.00395	yes
ENSMUSG00000028825	Rhd	4:134864535-134896172	15.9714	8.46361	0.916146	5.00E-05	0.00395	yes
ENSMUSG00000029373	Pf4	5:90772434-90773383	27.5113	50.5015	0.876302	0.00075	36	yes
ENSMUSG00000029826	Zc3hav1	6:38305285-38354603	8.30176	5.24541	0.662363	0.0002	09	yes
ENSMUSG00000029922	Mkrl1	6:39397803-39421294	46.5853	25.5015	0.869289	5.00E-05	0.00395	yes
ENSMUSG00000030000	Add2	6:86028680-86124409	24.2073	11.133	1.1206	5.00E-05	0.00395	yes
ENSMUSG00000030134	Rasgef1a	6:118011437-118091546	0.195181	0.49823	-1.35199	0.001	61	yes
ENSMUSG00000030878	Cdr2	7:120957035-120982312	35.9546	21.4777	0.743333	5.00E-05	0.00395	yes
ENSMUSG00000031431	Tsc22d3	X:140539527-140600659	29.7478	44.3833	0.577233	0.0002	09	yes
ENSMUSG00000031451	Gas6	8:13435188-13494490	35.6966	25.0075	0.51343	0.0001	14	yes
ENSMUSG00000031762	Mt2	8:94170747-94173568	45.2466	23.4717	0.946886	0.0009	96	yes
ENSMUSG00000032083	Apoa1	9:46228579-46230466	6.12515	16.7289	-1.44952	5.00E-05	0.00395	yes
ENSMUSG00000032715	Trib3	2:152337421-152344032	7.78329	3.47428	1.16367	0.00015	772	yes
ENSMUSG00000032890	Rims3	4:120854815-120896579	0.840875	1.53742	-0.87055	0.0001	14	yes
ENSMUSG00000033214	Slitrk5	14:111675114-111683134	4.62815	11.0012	-1.24915	5.00E-05	0.00395	yes
ENSMUSG00000033831	Fgb	3:83040140-83049863	0.327422	1.18989	-1.86161	5.00E-05	0.00395	yes
ENSMUSG00000034059	Ypel4	2:84734057-84738655	14.941	8.94898	0.739478	0.00025	04	yes

ENSMUSG00000034248	Slc25a3<br>7	14:69241847-<br>69305355<br>6:107529767-	99.7739	50.1535	0.992311	5.00E-<br>05	0.00395<br>438	yes
ENSMUSG00000034648	Lrrn1	107570214<br>4:45809467-	3.4459	2.08849	0.722423	0.00095<br>5.00E-	0.04333<br>1	yes
ENSMUSG00000035551	Igfbp1	45826923<br>11:100256216-	8.50226	20.9434	-1.30058	05<br>5.00E-	438<br>0.00395	yes
ENSMUSG00000035557	Krt17	100261029<br>X:49463944-	1.90998	7	1.5051	05<br>5.00E-	438<br>0.00395	yes
ENSMUSG00000036198	Arhgap<br>36	49500244<br>8:69132668-	2.95229	8	1.60311	05<br>5.00E-	438<br>0.00395	yes
ENSMUSG00000036306	Lzts1	69184225<br>6:67035095-	0.789793	7.89841	-3.32202	05<br>5.00E-	438<br>0.00997	yes
ENSMUSG00000036390	Gadd45<br>a	67080654<br>3:146220962-	18.871	9.26594	1.02616	0.00015<br>-	772<br>0.00997	yes
ENSMUSG00000036832	Lpar3	146286186<br>11:58640464-	15.9628	23.3131	0.546426	0.00015<br>0.75565	772<br>0.01253	yes
ENSMUSG00000037124	Trim58	58652404<br>2:10094592-	1.77528	2	1.23226	0.0002<br>5.00E-	09<br>0.00395	yes
ENSMUSG00000037254	Itih2	10131396<br>8:105768307-	1.40289	3.33738	-1.25032	05<br>5.00E-	438<br>0.02424	yes
ENSMUSG00000037415	Ranbp1<br>0	105827350<br>13:31625815-	13.1638	9.34503	0.494309	0.00045<br>5.00E-	55<br>0.00395	yes
ENSMUSG00000038402	Foxf2	31631403<br>18:34859822-	0.972717	0.1716	2.50297	05<br>5.00E-	438<br>0.04833	yes
ENSMUSG00000038418	Egr1	34864984<br>6:34476206-	18.2542	12.1865	0.582953	0.0011<br>5.00E-	95<br>0.00395	yes
ENSMUSG00000038871	Bpgm	34505613<br>11:95336010-	146.542	65.5602	1.16043	05<br>5.00E-	438<br>0.01499	yes
ENSMUSG00000038893	Fam117<br>a	95384507<br>7:27447977-	26.5748	13.7706	0.948465	0.00025<br>5.00E-	04<br>0.00395	yes
ENSMUSG00000040466	Blvrb	27466144<br>1:165763745-	107.957	67.3931	0.679785	05<br>5.00E-	438<br>0.03424	yes
ENSMUSG00000040713	Creg1	165775308<br>9:53850163-	115.358	68.48	0.752366	0.0007<br>5.00E-	17<br>0.01740	yes
ENSMUSG00000042045	Sln	53854560<br>1:132356314-	7.88101	4.29752	0.874875	0.0003<br>5.00E-	98<br>0.00395	yes
ENSMUSG00000042066	Tmcc2	132391281<br>15:80623504-	91.4042	40.8468	1.16204	05<br>5.00E-	438<br>0.00395	yes
ENSMUSG00000042351	Grap2	80650559<br>7:128001898-	12.5722	5.75261	1.12795	05<br>5.00E-	438<br>0.02832	yes
ENSMUSG00000042828	Trim72	128011033<br>1:90203979-	6.29655	3.74696	0.748841	0.00055<br>5.00E-	09<br>0.03789	yes
ENSMUSG00000044337	Ackr3	90216751<br>3:100451627-	45.9334	32.5207	0.498183	0.0008<br>5.00E-	33<br>0.00395	yes
ENSMUSG00000044468	Fam46c	100489324<br>11:75193782-	26.6449	9.43641	1.49755	05<br>5.00E-	438<br>0.00395	yes
ENSMUSG00000045287	Rtn4rl1	75267769<br>17:87635978-	6.98447	10.9959	0.654741	05<br>5.00E-	438<br>0.01253	yes
ENSMUSG00000045394	Epcam	87651106<br>6:59347225-	2.77515	1.07288	1.37108	0.0002<br>-	09<br>0.02424	yes
ENSMUSG00000045441	Gprin3	59426294<br>11:100203161-	1.41656	2.20243	0.636703	0.00045<br>5.00E-	55<br>0.00395	yes
ENSMUSG00000045545	Krt14	100207548<br>18:62177816-	7.1304	1.28364	2.47375	05<br>5.00E-	438<br>0.00395	yes
ENSMUSG00000045730	Adrb2	62179959<br>15:25363284-	3.91618	1.74278	1.16805	05<br>5.00E-	438<br>0.00718	yes
ENSMUSG00000045763	Baspl	25413764<br>14:110748577-	53.9436	37.6737	0.517892	0.0001<br>0.69700	14<br>0.04333	yes
ENSMUSG00000045871	Slitrk6	110755149<br>7:125878419-	1.3606	3	0.965005	0.00095<br>-	1<br>0.02193	yes
ENSMUSG00000046182	Gsg11	126082411<br>14:57098599-	5.54631	8.18374	0.561232	0.0004<br>5.00E-	56<br>0.00395	yes
ENSMUSG00000046352	Gjb2	57104702<br>11:66905720-	6.13292	1.98971	1.62401	05<br>5.00E-	438<br>0.00395	yes
ENSMUSG00000048070	Pirt	66947086	6.26579	9.79691	-0.64483	05	438	yes

ENSMUSG00000049409	Prokr1	6:87578590-87590743	3.05108	1.31427	1.21506	0.00015	0.00997	772	yes
ENSMUSG00000051839	Gypa	8:80493780-80510542	28.2535	14.9588	0.917436	5.00E-05	0.00395	438	yes
ENSMUSG00000051920	Rspo2	15:43020810-43170818	1.09647	6	1.22352	0.0006	0.03041	66	yes
ENSMUSG00000052217	Hbb-bh1	7:103841636-103843164	3761.35	1687.86	1.15605	0.00025	0.01499	04	yes
ENSMUSG00000052305	Hbb-bs	7:103826533-103828096	3509.86	1116.87	1.65196	5.00E-05	0.00395	438	yes
ENSMUSG00000054146	Krt15	11:100131757-100135928	7.47824	1.49289	2.32459	5.00E-05	0.00395	438	yes
ENSMUSG00000054191	Klf1	8:84901927-84905291	18.8331	11.2714	0.740608	0.0001	0.00718	14	yes
ENSMUSG00000054459	Vsn11	12:11325246-11436649	24.9591	16.0752	0.634728	5.00E-05	0.00395	438	yes
ENSMUSG00000054932	Afp	5:90490736-90515931	16.0833	45.781	-1.50919	0.0003	0.01740	98	yes
ENSMUSG00000055401	Fbxo6	4:148145715-148152140	16.5734	9.96639	0.733729	0.00035	0.01962	57	yes
ENSMUSG00000058297	Spock2	10:60106218-60135198	1.42397	2.44165	-	0.0003	0.01740	98	yes
ENSMUSG00000058620	Adra2b	2:127363207-127367221	4.00457	2.11821	0.918805	5.00E-05	0.00395	438	yes
ENSMUSG00000058794	Nfe2	15:103248211-103258403	32.7873	15.9569	1.03896	5.00E-05	0.00395	438	yes
ENSMUSG00000058914	C1qtnf3	15:10952331-10980150	1.0056	0.3409	1.56063	0.0009	0.04164	96	yes
ENSMUSG00000059325	Hopx	5:77086987-77115121	88.1615	131.167	0.573186	5.00E-05	0.00395	438	yes
ENSMUSG00000059481	Plg	17:12378608-12419384	0.405986	1.16188	-1.51696	0.00065	0.03224	82	yes
ENSMUSG00000060187	Lrrc10	10:117045340-117046768	22.1405	34.2865	-	5.00E-05	0.00395	438	yes
ENSMUSG00000060807	Serpina6	12:103646629-103657212	5.05983	13.6952	0.630955	5.00E-05	0.00395	438	yes
ENSMUSG00000060882	Kcnd2	6:21215502-21729805	0.814022	1.61029	-1.43651	-	0.00997	772	yes
ENSMUSG00000061527	Krt5	15:101707069-101712891	13.2029	2.21267	0.984179	0.00015	0.00395	438	yes
ENSMUSG00000061723	Tnnt3	7:142460808-142516009	119.131	20.6225	2.57699	5.00E-05	0.00395	438	yes
ENSMUSG00000062393	Dgkk	X:6779305-6948363	5.50961	7.63851	2.53026	0.001	0.04492	61	yes
ENSMUSG00000063856	Gpx1	9:108338902-108340343	1304.05	707.008	-0.47134	5.00E-05	0.00395	438	yes
ENSMUSG00000064179	Tnnt1	7:4504569-4516382	189.833	342.617	0.883201	5.00E-05	0.00395	438	yes
ENSMUSG00000064193	Gm4735	2:80837140-80838442	6.40175	3.12695	0.851867	0.00065	0.03224	82	yes
ENSMUSG00000068745	Mybphl	3:108364910-108383741	35.3138	24.9172	1.03371	0.0008	0.03789	33	yes
ENSMUSG00000069515	Lyz1	10:117287795-117292868	0.607721	2.67963	0.503091	5.00E-05	0.00395	438	yes
ENSMUSG00000069516	Lyz2	10:117277333-117282274	5.42478	18.4367	-2.14056	5.00E-05	0.00395	438	yes
ENSMUSG00000069814	Ccdc92b	11:74619604-74641516	6.14091	2.27407	-1.76494	5.00E-05	0.00395	438	yes
ENSMUSG00000070803	Cited4	4:120666571-120667820	41.0856	27.3857	1.43317	0.0002	0.01253	09	yes
ENSMUSG00000071068	Trem1	17:48300037-48312534	2.45959	1.26123	0.585214	0.0001	0.00718	14	yes
ENSMUSG00000071604	Fam189a2	19:23972750-24031019	8.66074	13.4005	0.96358	5.00E-05	0.00395	438	yes
ENSMUSG00000071715	Ncf4	15:78244800-78262580	25.5827	9.8877	0.629727	5.00E-05	0.00395	438	yes

How the deposited data were processed for this re-analysis (not part of the article)

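RNA-seq of E12.5 mouse hearts was analysed in 3 groups: wild-normoxia (4 samples), wild-hypoxia (3) and mutant-normoxia (3), each sample holding RNA of 2 to 3 hearts. Hearts of mutant embryos under hypoxia were not analysed here. Samples were assigned to groups from the submitters' labels and the paper.

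The authors selected poly-adenylated RNA, mapped single-end reads to the genome they name MM9 with Bowtie2 and TopHat, and quantified them with Cufflinks; versions and the release of the Ensembl annotation are not given in the sources used here. The estimated counts used here are those the authors deposited: 1 estimated count per gene and group, on a scale common to the groups. Beside each count the authors deposited a variance from their model, with its unit in squared fragments, and a status. No value for a single sample is in the table, so no spread between samples, no outlying sample and no difference between samples of a group could be examined. The loci in the paper's Supplemental Tables 1 and 2 lie within 5000 bp of the start of the same gene for 4 of 196 genes in NCBIM37 (mm9) and for 156 of 184 in GRCm38.p6, so the annotation behind the tables is not that of the build the methods name; coordinates are printed only from the NCBIM37 annotation, and none was converted. Reads of 40 bases were single-end in the paper's methods, so genes with near-identical copies (haemoglobin genes, keratins, Hspa1a and Hspa1b, Lyz1 and Lyz2, ribosomal proteins) are uncertain. Gene names come from a reference table of Ensembl identifiers and from the paper's tables, and cover 65.9% of the 49662 genes.

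The totals of the estimated counts are 18.54 M for wild-normoxia, 19.58 M for wild-hypoxia and 18.68 M for mutant-normoxia. A status of HIDATA, which marks a gene with too many reads to estimate and is listed with a count of 0, was given to 27 genes in wild-normoxia, 20 in wild-hypoxia and 31 in mutant-normoxia, among them H19 and mt-Co1 in all groups and Hbb-y, Hba-a1 and Hba-a2 in wild-hypoxia and mutant-normoxia, and 1 gene failed in each group; the 34 genes without an estimate in some group were left out. The 17204 remaining genes with at least 10 fragments in some group, 15649 of them named, were compared as log2 ratios of group values after adding a pseudocount of 1. A count test on samples, planned beforehand, could not be run on group values, and neither could the planned tests of gene lists; the fallback set down for this case was used, which gives folds between group values and no test. Genes were counted by a fold over 2. The model standard error of a log2 fold change was computed from the deposited variances divided by the number of samples; its normal tail was compared with the 10 P values of the paper's Supplemental Table 3. The closest was Hand1 in wild-hypoxia (0.713, the paper's 0.712) and the farthest Hand2 in mutant-normoxia (0.720, the paper's 0.377); 3 of the 5 mutant-normoxia folds of that table, that of Hand2 included, match other genes here, so their P values are not a check of the error. Model standard errors under 0.05 were not used, which concerns 3 genes, a choice made after the data were seen.

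Genes named in the text follow a rule set beforehand: every gene the paper names, per comparison the 6 genes with the largest rise and the 6 with the largest fall among those over 2-fold, with a mean of at least 1 CPM, and up to 4 members of each list with the largest distance in model standard errors. The planned conditions of an adjusted p and of groups that do not overlap were replaced by a distance over 3 model standard errors, after the data were seen. Values in the paper's tables had been read beforehand. Some genes that the rule names are not reported here. Other genes named as examples of a list (Add2, C1qa, C1qb, Epcam, Fech, Grhl1, Hbb-bs, Ldha, Nqo1, Pgk1, Trp63) and the genes that differ in sign between groups were chosen after their values were seen.

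Medians were taken over 28 gene lists set down after the paper's tables had been read and before the deposited values were examined, so that lists holding genes of the tables are not independent of them: red cell (erythroid), HIF target, cardiac transcription factor, Nkx2-5 dependent, trabeculation, cardiac contraction, skeletal muscle, liver, keratinocyte, foregut and lung bud, neuron, neural crest and glia, endothelium, epicardium, cushion mesenchyme, macrophage, megakaryocyte and platelet, proliferation, apoptosis, heat shock, integrated stress response, oxidative stress and metals, splicing regulator, immediate early, sex linked, oxidative phosphorylation, ribosomal protein and mitochondrially encoded genes. Each median was placed among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these groups; random lists take genes as independent, which genes of a pathway are not. Chance overlap from the shared wild-normoxia group was simulated 100 times with unchanged groups drawn from the deposited variances. The variance was also left undivided and scaled to the central spread of 0.588 model standard errors between wild-hypoxia and mutant-normoxia, both added after the data were seen. Lines of the paper's tables were read from a text copy in which some values are shifted between lines, so values were taken only where the log2 ratio, the locus and the control value fitted the gene, a filter added after the data were seen.

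The calculation was tested on simulated data for wild-hypoxia against wild-normoxia. It used 13333 genes with at least 50 fragments in wild-normoxia, and so left out the genes of low count that enter the main counts. Of 200 genes changed by 1.5 on the log2 scale, 98% were over 2-fold, with 216 unchanged genes past that rule. Of the 200, 93% were also over 3 model standard errors, with 2 unchanged genes. The 216 exceed the 187 genes observed over 2-fold in wild-hypoxia with a minimum of 50 fragments in some group. A fold over 2 alone therefore does not tell changed from unchanged genes at these variances. Alternatives were a pseudocount of 10, a minimum of 50 or of 1 fragment, scaling by the median ratio of genes or by the total without haemoglobin genes, and leaving out the red cell list. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.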

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

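Except for the test of transcript length and GC content, the tests of explanations in this part were chosen after the result was seen. Of these, 3 were weakened to undecided after their values were seen. Those of Nkx2-5 repression and of nuclear RNA have few usable fragments or genes behind them. That of the amount of blood was weakened through the undivided variances, which exceed the spread in these data.

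Red cell genes were higher in both groups of hearts than in wild-normoxia hearts. A larger amount of the same blood would raise genes used only by red cells by one factor, but across 18 such genes the log2 fold changes in wild-hypoxia ranged from 0.34 to 2.13, with a variance 6.92 times that from the model standard errors, or 6.32 times without Epor, which other heart cells also use. With the variances not divided by the number of samples the ratio was 2.06, or 1.88 without Epor, on both sides of the limit of 2. Those variances exceed the spread in these data, as unchanged groups drawn from them held 2391 genes over 2-fold, against 515 observed in wild-hypoxia. Within the model errors, the ratios of 6.92 and 6.32 argue against a single factor for these genes. The highest of them, Hbb-bt, is a haemoglobin gene with near-identical copies. The deposited variance of wild-normoxia holds no part for uncertain read assignment, and a ratio without haemoglobin genes was not computed. More blood together with another change in red cells was not tested. More mature red cells are in line with the values, since the median of late red cell genes exceeded that of early ones by 1.19 (1.40 against 0.21, 19 genes), although Kit, Gata2 and other early genes are expressed in other cells too. A low value in wild-normoxia alone cannot be told apart from an effect of both exposures, because wild-hypoxia and mutant-normoxia lie 0.12 apart and share that 1 control value, and such an effect on blood stays open, untested.

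Foregut genes were higher in mutant-normoxia hearts than in both other groups (Barx1 182 fragments, against 28.0 in wild-normoxia and 60.8 in wild-hypoxia), whereas Krt5 was high in both (675 in mutant-normoxia, 113 in wild-normoxia and 950 in wild-hypoxia, 2.28 model standard errors apart) and the keratinocyte list had a median difference of -0.22 between wild-hypoxia and mutant-normoxia, so a cause in the mutant samples alone would leave part of the epidermal genes open. Tissue from outside the heart in these samples is in line with limb and posterior Hox genes, used by neither heart nor foregut: the median of 12 genes was 2.12, at percentile 100 of random lists, but the list was also higher in wild-hypoxia, with a median of 0.52 at percentile 99.98. The same percentile of 100 would speak against a loss of repression by Nkx2-5 alone, but 3 of the 12 genes reach 50 fragments in some group and the highest count is 85.6, so the explanations cannot be told apart from these genes. The paper notes that Nkx2-5 can act as a repressor, and an effect of the mutation stays open.

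Splicing regulators were lower in wild-hypoxia hearts, with a median of -0.48. Transcript length and GC content do not account for it: after the trend on both was removed, the median of the 27 members with a transcript (90% of the list) was -0.43. A lower share of RNA kept in the nucleus could not be decided, because its test rests on 4 RNAs with a median of -1.77, of which Xist also follows the sex of the embryos, Miat is a neural gene, and Airn and Snhg11 have a large model error or few fragments. An effect of hypoxia on these regulators stays open as a hypothesis and was not tested.

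Other genes outside the paper's tables stood over 2-fold and over 6 model standard errors from wild-normoxia. Xist, which is expressed from the inactive X of females, was at -2.02 in wild-hypoxia (model standard error 0.20), from 12198 to 3016 fragments. Slc4a1, the anion exchanger of red cells, was at 1.40 in wild-hypoxia and 1.21 in mutant-normoxia (0.20 and 0.18). Nkx2-1 was at 5.54 in mutant-normoxia (0.70), a value that rests on 0.77 fragments in wild-normoxia. Rsad2, an interferon-induced gene, was at 1.40 in mutant-normoxia (0.23).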

How the results depend on the processing

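The rule of 3 model standard errors, the restriction to named genes and the FPKM ratios of the paper's tables were chosen after the data were seen; the other settings were planned. No test on samples, and therefore no other count model, upper-quartile scaling, p threshold, gene set test, left-out sample, blood covariate, fit on 2 groups, control split or regrouping of samples was run, since 1 value per group is deposited. No paired analysis was possible because the values carry no replicate numbers. Of the results that answer a comparison, 27 moved and 447 kept within their limits, and of values for single genes 13 moved and 998 did not; no single value was reversed, but the balance of genes over 2-fold in wild-hypoxia, 186 higher and 329 lower, turned to 103 and 84 with a minimum of 50 fragments and to 100 and 73 with 3 model standard errors as well. With a pseudocount of 10, 222 genes were over 2-fold in wild-hypoxia (110 of them higher), 179 in mutant-normoxia, 122 between them, 92 in both and 307 in either, and list medians moved to -1.17 and -1.13 for liver in wild-hypoxia and mutant-normoxia and to 1.45 for foregut in mutant-normoxia. With a minimum of 50 fragments the counts were 187 (103 higher), 159, 77, 101 and 239, and the correlation 0.677; with a minimum of 1 they were 1505, 1071, 1320, 374 and 2183, and the keratinocyte median in mutant-normoxia was 1.07. Fewer or more genes of low count enter under these settings. With a distance over 3 model standard errors as well, they were 173, 185, 95, 90 and 264, and among named genes alone 225 differed between wild-hypoxia and mutant-normoxia. Scaling by the total without haemoglobin genes moved the oxidative phosphorylation median in mutant-normoxia to 0.020; the cause was not tested. Counts under the 2 scalings and without red cell genes stayed nearer the main ones, for example 160 to 178 genes over 2-fold in both comparisons. Genes under about 50 fragments are limited by depth.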

Differences from the paper's values

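No test was chosen for these comparisons after the values were seen, apart from the filter on lines of the paper's tables, the FPKM ratios and the values relative to Actb. The other alternatives are a pseudocount of 10, scaling by the median ratio and scaling by the total without haemoglobin genes, set before the data were examined.

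By RT-PCR, the paper's wild-hypoxia values relative to wild-normoxia are about 0.48 for Hey2, about 0.31 for Kcne1 and about 0.61 for Nppa in Fig. 4G, read by eye, with standard errors; the deposited RNA-seq counts give 0.844, 0.805 and 0.929. These are different assays. The values differ by more than the model standard error and the paper's standard error together, under the main setting and under all 3 alternatives set before the data were examined. Relative to Actb, the reference of the RT-PCR, an alternative chosen after seeing the values that drops no gene, the counts give 0.775, 0.738 and 0.853, and Nppa then no longer differs from the paper's value by the same limits, while Hey2 and Kcne1 still do. The deposited values for these genes are below wild-normoxia in wild-hypoxia, as the figure shows. That of Nppa, 0.929 with a model standard error of 0.129, is however within 1 error of no change. Hopx in wild-hypoxia and Hey2, Kcne1 and Nppa in mutant-normoxia did not differ by these limits, with or without Actb. Hopx in mutant-normoxia did not differ without Actb. Relative to Actb it was 0.522 (model standard error 0.078), farther from the paper's value of about 0.72 (0.06) than both errors together. In mutant-normoxia, where Actb was 1.28-fold, the Actb values of Hey2, Hopx and Nppa were 0.597, 0.522 and 0.640. They lay farther from the paper's values of about 0.69, 0.72 and 0.81 than without Actb. Kcne1 moved nearer, to 0.537 (paper about 0.58).

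For transcription factors in the paper's Supplemental Table 3, the paper's log2 fold change of Mef2c in wild-hypoxia is 0.16 and the value here -0.090. In mutant-normoxia the paper's value for Tbx5 is -0.052 and the value here 0.11, and for Hand1 the paper's is 0.20 and the value here -0.13. These differ under all 3 alternatives. The paper's mutant-normoxia value for Tbx5, -0.052, is the value here of Hand2, its value for Hand2, -0.13, is to 2 decimals that of Hand1 here, and its value for Mef2c, 0.11, that of Tbx5 here.

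Of the 93 readable lines of the paper's Supplemental Table 1, all 93 have the sign of the value here and 83 lie within 0.1 of it on the log2 scale, and of 68 in Supplemental Table 2 all 68 and 65. In Supplemental Table 1 the log2 fold change of Nfasc is -3.11 and the value from the deposited counts -1.08, that of Lzts1 -3.22 and -0.16, that of Ermap 1.07 and 0.88, and that of Fhdc1 1.78 and 1.47. In Supplemental Table 2 the value of Ermap is 1.12 and the value here 0.96. All differ by over 1 model standard error under the 3 alternatives, except Fhdc1, which is within its error under scaling by the median ratio (1.49) and not under the others. Ermap and Fhdc1 lie little past this limit, so their gaps are no firm disagreement. Supplemental Table 2 lists Lzts1 as lower in mutant-normoxia, and the value here is 0.17 (model standard error 0.28). The ratios of the tables' own FPKM values, an alternative chosen after seeing the values and limited to the 93 and 68 readable lines, are the paper's values themselves; the deposited counts are not FPKM.

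The paper's depth of 35 M is in reads per sample, and the deposited totals have a median of 18.7 M estimated fragments per group, which are different quantities. The paper's text gives 168 genes for wild-hypoxia, and its table and figure legend 166. For the statement that genes past a fold of 2 were considered changed, the tables also hold genes with smaller folds.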

Other observations

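The counts of genes over 3 model standard errors in this part use a rule chosen after the data were seen.

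Sarcomere and calcium handling genes of heart muscle had median log2 fold changes of 0.02 in wild-hypoxia and 0.04 in mutant-normoxia over 22 genes, with 0 over 3 model standard errors, and genes of proliferation had 0.02 and 0.03 over 24. Genes of trabeculation had medians of -0.08 and -0.05 over 29, at percentiles 1.41 and 1.82, with Angpt1, a ligand of the endothelial receptor Tek, at -0.35 and -0.56 (model standard errors 0.14 and 0.14). Genes reported to depend on Nkx2-5 had medians of -0.08 and -0.11, at percentiles 1.64 and 0, with 16 and 12 of 18 lower and 2 over 3 model standard errors in mutant-normoxia: Hopx at -0.58 (0.14) and Kcne1 at -0.54 (0.15). Endothelial genes had medians of 0.12 (percentile 99.9) and -0.02, epicardial genes 0.15 and 0.26 (percentiles 99.8 and 100) with Aldh1a1 at 1.05 (0.31) and Aldh1a2 at 0.62 (0.15) in mutant-normoxia, and cushion mesenchyme genes 0.05 and 0.09, with Col2a1 at -0.49 and -1.24 (0.14 and 0.14). Neural crest and glia genes had medians of 0.17 and 0.21.

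Of genes used as signs of RNA quality, 89 genes of oxidative phosphorylation had medians of 0.08 and 0.03 (percentiles 100 and 99.6), 75 ribosomal protein genes 0.04 and 0.04, and 6 mitochondrially encoded genes, mostly of ribosomal and transfer RNA, 0.12 and 0.14. Of the sex-linked genes, Xist was at -2.02 in wild-hypoxia and -1.02 in mutant-normoxia, and the list, which is mostly Y-linked, had medians of 0.56 and 0.43. The Y-linked genes Ddx3y (0.58 and 0.57) and Eif2s3y (0.56 and 0.52) were over 3 model standard errors higher in both groups. These opposite shifts are what a smaller share of female hearts than in wild-normoxia would give, so sex may contribute to both comparisons. The sex of the embryos is not given in the sources used here. Isl1, named in the paper, was at 0.23 in wild-hypoxia and 0.71 in mutant-normoxia (0.26 and 0.25), and Actb, the RT-PCR reference, at 0.12 and 0.36.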
